# Chromosome remodelling by SMC/Condensin in *B. subtilis* is regulated by monomeric Soj/ParA during growth and sporulation

**DOI:** 10.1073/pnas.2204042119

**Published:** 2022-10-07

**Authors:** David M. Roberts, Anna Anchimiuk, Tomas G. Kloosterman, Heath Murray, Ling Juan Wu, Stephan Gruber, Jeff Errington

**Keywords:** chromosome segregation, ParABS, *B. subtilis*, SMC/Condensin, sporulation

## Abstract

SMC complexes, loaded at ParB-*parS* sites, are key mediators of chromosome organization in bacteria. ParA/Soj proteins interact with ParB/Spo0J in a pathway involving adenosine triphosphate (ATP)-dependent dimerization and DNA binding, facilitating chromosome segregation in bacteria. In *Bacillus subtilis*, ParA/Soj also regulates DNA replication initiation and along with ParB/Spo0J is involved in cell cycle changes during endospore formation. The first morphological stage in sporulation is the formation of an elongated chromosome structure called an axial filament. Here, we show that a major redistribution of SMC complexes drives axial filament formation in a process regulated by ParA/Soj. Furthermore, and unexpectedly, this regulation is dependent on monomeric forms of ParA/Soj that cannot bind DNA or hydrolyze ATP. These results reveal additional roles for ParA/Soj proteins in the regulation of SMC dynamics in bacteria and yet further complexity in the web of interactions involving chromosome replication, segregation and organization, controlled by ParAB and SMC.

## Significance

Accurate segregation of chromosomes is critical for cell viability. ParABS systems drive chromosome and plasmid segregation in most bacteria. The conserved SMC/Condensin complexes, loaded by ParB-*parS* in bacteria, drive chromosome arm alignment and folding. In this work we used the exceptionally high genetic tractability of *Bacillus subtilis* endospore formation to probe the role of ParA (Soj) in chromosome segregation. We demonstrate that Soj monomers are functional and act to prevent SMC/Condensin complex release onto the DNA following loading by ParB/Spo0J, at least during sporulation. Our work identifies Soj as a major regulator of SMC dynamics in bacteria, acting subsequently to DNA loading, and provides mechanistic insights into a major chromosome reorganization process that drives the initial stages of sporulation.

The stable inheritance of chromosomes is fundamental to virtually all cells. In bacteria, the lack of an overt mitotic spindle raises intriguing questions about their mechanisms of chromosome segregation and offers the possibility of targeting the process with selectively toxic antibiotics.

ParABSs are major systems involved in chromosome segregation in most bacteria and on many low-copy-number plasmids (1–3). They center on multiple *parS* sites in DNA, which are almost always located close to *oriC*, the single origin of bacterial chromosome replication (4, 5). ParB proteins (Spo0J in *Bacillus subtilis*) are DNA-binding CTP hydrolases (6–8). ParB-CTP dimers have an open configuration that, upon specific interactions with *parS*, clamp shut around DNA. Closed ParB dimers are released from *parS* sites, allowing local spreading by lateral (and possibly bridging) interactions before CTP hydrolysis and their release from DNA (6–15). The final system component is ParA (Soj in *B. subtilis*), a Walker adenosine triphosphatase (ATPase). Adenosine triphosphate (ATP) binding to Apo-ParA/Soj drives a structural change that allows its dimerization and non-specific DNA binding (16–19). Interaction between ParB/Spo0J and ParA/Soj then drives ATP hydrolysis in the latter and Soj/ParA release from DNA (17, 19, 20). The extent of ParA dimer binding on the genome varies between bacterial species. For example, in *Caulobacter crescentus*, ParA dimers bind nonspecifically over the entire nucleoid, whereas they are restricted to the *oriC* region in *B. subtilis* (21–24). One proposed model for ParAB-mediated chromosome segregation is the DNA relay system as in *C. crescentus*, which drives directed motion of one chromosome origin from the stalked to the flagellated pole (21, 25, 26). In this system, ParA dimers radiate along the length of the chromosome, with the ParB-*parS* complex being anchored to one pole. Upon DNA replication initiation, the replicated origin (ParB-*parS*) stimulates ATP hydrolysis of nearby DNA-bound ParA dimers. This releases the ParA molecules from the chromosome, which then interact with PopZ at the pole. Meanwhile, the progressing ParB/*parS* complex interacts with the next ParA dimer on the DNA, essentially allowing the *parS* to follow a retreating “cloud” of ParA on the DNA. A similar mechanism has been proposed for the segregation of ParABS plasmids (13, 27–30).

In *B. subtilis*, Soj and Spo0J are also known to have key roles in DNA replication and endospore formation in addition to chromosome segregation (22, 31, 32). For example, we have previously shown that monomer and dimer forms of Soj have opposing effects on DNA replication (inhibiting or promoting it, respectively) through direct interactions with the master initiator of DNA replication, DnaA (20, 22, 33). It then emerged that Spo0J contributes to chromosome segregation by recruiting and loading the bacterial SMC/Condensin complex (15, 34). SMC complexes align and juxtapose the left and right chromosome arms as they travel from their Spo0J-*parS* loading sites to the terminus regions, after which they are specifically unloaded by XerD (35–40). It is now recognized that ParB/Spo0J can load SMC complexes in a wide variety of bacterial species (15, 34, 41–43). In *B. subtilis*, *spo0J* mutants are also deficient in endospore formation because in the absence of Spo0J, Soj accumulates as an ATP dimer that promotes DNA overreplication (22), leading to a block in sporulation via a checkpoint mechanism involving the sporulation inhibitor, *sda* (44, 45).

As well as growing vegetatively, *B. subtilis* can form endospores, with sporulation being one of the best characterized developmental systems in biology (46). The system we have used in the current study is that of sporulating *B. subtilis* since it provides a well-defined platform from which to examine the pivotal roles of Soj and Spo0J. In early sporulation, the chromosomes undergo a major reorganization to form an elongated structure termed the axial filament (or stage I) (47). A complete axial filament stretches the entire length of the cell, with origins located and anchored at cell poles and termini linked at midcell (48–51). Formation of the axial filament is critical to ensure chromosome capture upon asymmetric cell division (Fig. 1*A*) (32), which is required to enable the subsequent SpoIIIE (FtsK)-dependent segregation of the bisected chromosome into the tiny prespore (52–57). Despite its importance, precisely how the chromosome is reorganized to form the axial filament, as well as how origins are segregated to opposite cell poles, remains unclear. It is understood, however, that two redundant systems operate to anchor the segregated origins to opposite poles (32, 58). Both are dependent on DivIVA, a landmark protein that localizes to septa and cell poles (59). One of these involves the sporulation-specific RacA protein, which interacts with DivIVA and specific binding (*ram*) sites on the chromosome to the left of *oriC* (Fig. 1*B*) (32, 58, 60, 61). RacA has also been proposed to bind the chromosome and aid in its elongation across the cell (62). However, sporulation can occur via an alternate RacA-independent system, in which a number of proteins, including Soj and Spo0J, interact with DivIVA to promote capture of the *parS* region at the pole (Fig. 1*B*) (32, 63, 64). The two systems show redundancy, since only when both systems are deleted is there a near-complete abolition of polar chromosome anchoring (32, 63). Given that Soj and Spo0J are implicated in axial filament formation, and Spo0J loads SMC complexes onto the DNA, with the latter having a critical role in nucleoid organization, the ability to genetically control each step of sporulation (versus vegetative growth) offers a set of powerful tools to understand the roles of Soj-Spo0J and SMC complexes in chromosome segregation in *B. subtilis* (46).

**Fig. 1.**
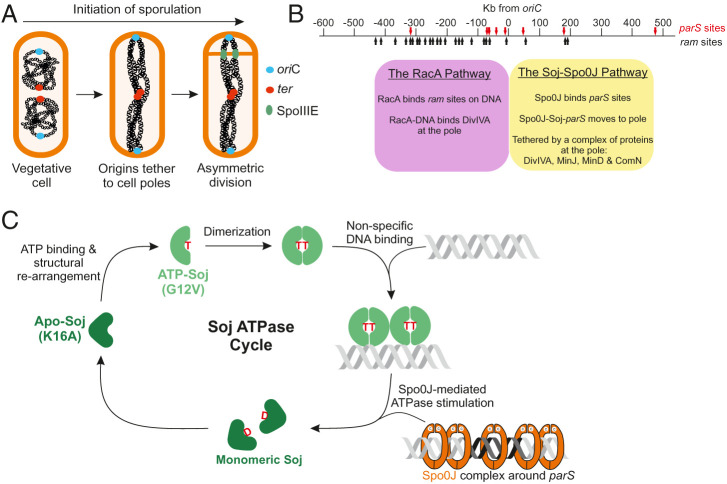
Chromosome dynamics during early sporulation. (*A*) Schematic representation of the changes to chromosome segregation during early sporulation. Chromosome origins (blue circles) become anchored to opposite cell poles while the terminus region (red circles) remain associated at midcell. This is followed by asymmetric division that defines the small prespore and large mother cell. SpoIIIE (green circles) resides in the asymmetric septum to prevent DNA scission and pump the mother cell localized portion of the bisected chromosome into the prespore. (*B*) Schematic showing the major features of the origin region required for anchoring of the chromosome to the cell poles during sporulation. There are two redundant pathways involved in capturing the origin. The first is the sporulation-specific RacA pathway, which is centered around *ram* sites (black arrows) to the left of *oriC*. The second pathway is centered around *parS* at *oriC* (red arrows). Spo0J binds *parS*, and along with Soj and a complex of polar proteins, tethers the origin region to the pole. (*C*) The Soj ATPase cycle. Upon binding to ATP, empty (Apo) Soj monomers structurally rearrange to form ATP-Soj. ATP-Soj can dimerize, which facilitates nonspecific DNA binding. Interactions between DNA-bound Soj dimers and Spo0J (bound around *parS* sites) trigger the ATPase activity of Soj, release from DNA, and a structural reversion back to the Apo form. The mutations K16A and G12V lock Soj in the Apo or ATP forms, respectively.

In this work, we report a series of surprising findings that change our understanding of axial filament formation and the roles of ParAB and SMC complexes in *B. subtilis*. First, we show that ParA/Soj is active in chromosome segregation as variants, probably monomeric, that cannot bind DNA. Furthermore, we show that ParA/Soj monomers can exist in two functional states, probably corresponding to the Apo- and ATP-bound forms. The major functional difference between these forms lies in controlling SMC complex release from Spo0J-*parS* sites after loading. Finally, we show formation of the axial filament involves a major redistribution of SMC complexes along the chromosome and that the Apo- and ATP-forms of ParA/Soj control this, thus providing mechanistic insights into chromosome dynamics in bacteria.

## Results

### Wild Type Soj Protein Appears Mainly Monomeric.

To gain insights into the function of Soj in chromosome segregation during sporulation, we prepared a fusion of Soj to the mNeonGreen (mNG) fluorescent protein (65), which is unrelated to green fluorescent protein (GFP) and is brighter than previously used GFP–Soj fusions. As shown in Fig. 2 (*Top* row, *Left* panel) early sporulating cells expressing mNG-Soj as the only functional copy of Soj showed a complex pattern with at least three detectable elements: a diffuse background signal throughout the cell; a septal signal, which appeared to be associated with recently completed vegetative septa; and an extreme polar focus, reminiscent of the localization of proteins DivIVA, MinD, and ComN, involved in the ORI-zone trapping system, or “polar complex,” described previously (63). Previous work has shown that amino acid substitutions K16A and G12V trap Soj in forms that behave as monomers in vitro and are either empty or bound to ATP, respectively (Fig. 1*C*) (20, 66). Hereafter we refer to Soj(K16A) as Apo-Soj and Soj(G12V) as ATP-Soj. As shown in Fig. 2 (*Bottom* row, *Left* panel), localization of ATP-Soj was essentially indistinguishable from the wild type fusion protein, with prominent extreme polar spots and septal bands. Apo-Soj also exhibited foci near cell poles, but they appeared less strictly polar (subpolar) than the wild type or ATP-Soj forms (Fig. 2, *Middle* row, *Left* panel). This was consistent with the notion that Apo-Soj does not interact with the putative sporulation “polar complex.”

**Fig. 2.**
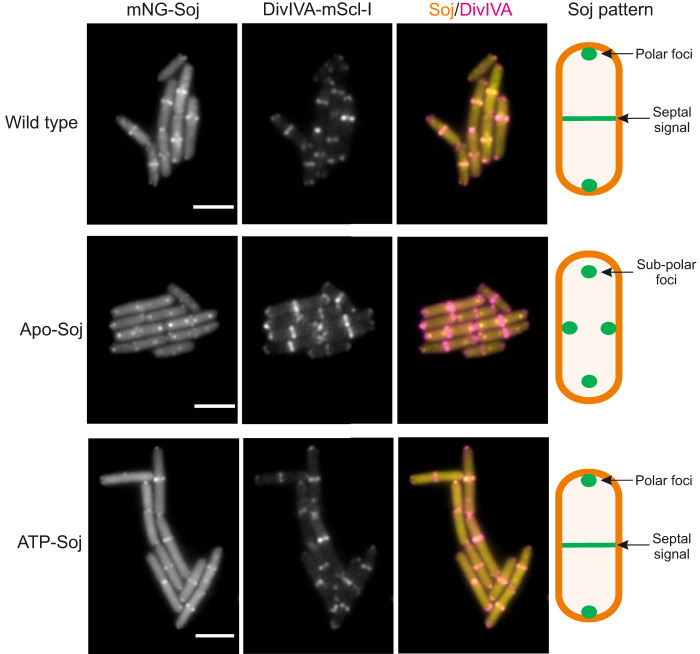
Colocalization of Soj and DivIVA. Representative images showing the localization patterns of mNG-Soj and DivIVA-mScl-I. Images were acquired 80 min after resuspension in sporulation salts. Scale bar = 3 μm. The schematic beside each set of images shows the Soj localization pattern. Strains used: DMR337, DMR339, and DMR341.

Previous studies have suggested that both ATP-Soj and Apo-Soj are monomers in vitro (20). Given the striking similarity in localization between wild type and ATP-Soj, it was possible that these proteins may also be monomeric in vivo. To test this, we took advantage of the fact that in a *spo0J* mutant Soj accumulates in a dimeric form that binds nonspecifically to the nucleoid and not to the cell poles (22). We therefore repeated the imaging of the three mNG-Soj constructs (wild type/ATP-Soj/Apo-Soj) in the presence or absence of *spo0J*. Upon imaging of wild type Soj, foci were seen mainly at poles and septa in Spo0J^+^ cells (*SI Appendix*, Fig. S1, *Top* row, *Left* panels), as expected if the protein is mainly monomeric. To enhance the contrast between the chromosome and the cell poles, we treated the cells with nalidixic acid, which does not affect cell growth but inhibits DNA replication (67), leading to one or two chromosomes in the center of long cells. Clearly wild type mNG-Soj localized at cell poles but not significantly over the nucleoid (*SI Appendix*, Fig. S1, *Top* row, *Right* panels). Again, as expected, upon deletion of *spo0J* Soj now accumulated specifically over the isolated nucleoids (*SI Appendix*, Fig. S1, second row). Crucially, redistribution of Soj to the nucleoid did not occur in mNG-ATP-Soj or mNG-Apo-Soj strains when *spo0J* was deleted, and this was particularly clear in the + nalidixic acid panels (*SI Appendix*, Fig. S1). These results strongly support the view that the ATP-Soj and Apo-Soj variants either are monomeric in vivo or form unstable dimers that are unable to persist long enough to redistribute to the chromosome, and also that the wild type protein is normally mainly monomeric.

To test more directly for possible interactions with the sporulation polar complex (63), the strains containing the mNG-Soj fusion proteins also contained DivIVA-mScarlet-I (DivIVA-mScl-I). DivIVA is a major hub protein at the cell pole and the likely upstream target for the polar complex (63). Fig. 2 shows representative images that suggest that wild type and ATP-Soj septal bands (representing new cell poles) and extreme polar foci (older cell poles) largely colocalized with DivIVA-mScl-I. Strikingly, the Apo-Soj spots described as subpolar above indeed failed to overlay with the DivIVA-mScl-I signal. To interrogate this further, we determined the relative cellular position of Soj and DivIVA foci in every cell and then plotted these positions as fluorescence profiles in which each cell is stacked left to right by increasing cell length (*SI Appendix*, Fig. S2). This confirmed that mNG fusions of wild type and ATP-Soj colocalized tightly with DivIVA-mScl-I at midcell septa, as determined by the tight overlay of foci generating white spots in the merged profile (*SI Appendix*, Fig. S2 *A* and *C*). Apo-Soj clearly showed very little overlay with the DivIVA signal at central septa. In general, the Apo-Soj foci appeared subpolar at both outer (old) cell poles and medial (new) septa (*SI Appendix*, Fig. S2*B*). These data were further supported by quantitative analysis of the overlap in fluorescent signals between Soj and DivIVA using colocalization analysis (*SI Appendix*, Fig. S3).

Together these data support the idea that wild type Soj and the ATP-Soj variant distribute similarly in vivo, probably as monomers (22), since the localization pattern of ATP-Soj mirrored that of wild type, and was distinct from that observed when *spo0J* was deleted. Furthermore, both wild type and ATP-Soj colocalized substantially with DivIVA, especially at mid cell, consistent with the notion that Soj is recruited to the polar complex. In contrast, Apo-Soj forms subpolar foci, which generally do not colocalize with DivIVA, especially at new cell poles.

### ATP-Soj Can Support ORI-Zone Trapping during Sporulation.

Previous work has shown that a *soj* null mutant is deficient in the ORI-trapping function during sporulation (32, 63). Given that the wild type protein appears to localize similarly to ATP-Soj in vivo (Fig. 2), we wondered whether this Soj variant (or Apo-Soj) might retain ORI-trapping activity. We took advantage of an assay based on the expression of prespore-specific reporter genes placed in the “ARM” or “ORI” regions of the chromosome (34, 63) (Fig. 3*A*). When cells bearing a “frozen” mutant of the septum localized SpoIIIE translocase are induced to sporulate they form an asymmetric septum as normal. However, the bulk of the chromosome, which lies outside the prespore compartment when the polar septum forms, remains in the mother cell. Segments of DNA that are correctly located in the prespore can be detected if they contain a reporter gene dependent on the prespore-specific sigma factor, σ^F^ (34, 56, 68). The assay cells carried two reporter genes expressing fluorescent proteins, one located in the region of the chromosome dependent on RacA for efficient trapping (the ARM region; –418 Kb from *oriC*) and the other in the Soj-Spo0J-*parS*-dependent ORI region (–79 Kb from *oriC*) (Fig. 3*A*) (34, 63).

**Fig. 3.**
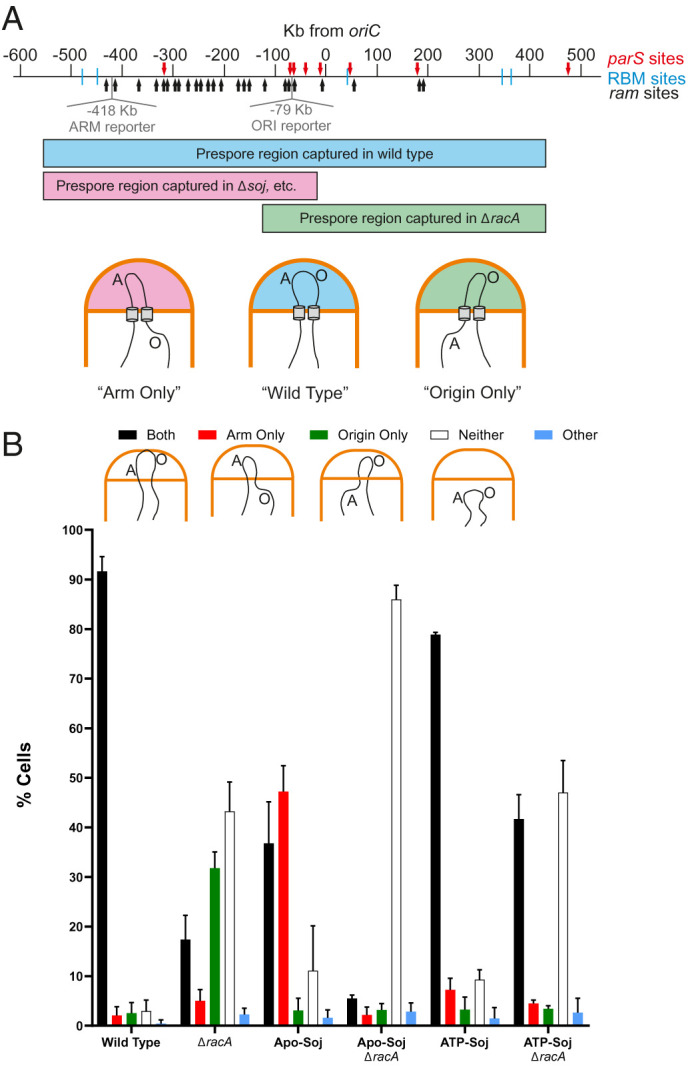
ATP-Soj and Apo-Soj have opposing effects in the chromosome trapping assay. (*A*) Schematic showing the major features of the origin region required for anchoring the chromosome to the pole. There are two redundant pathways involved in origin capture. RacA binds to *ram* sites (black arrows) in the origin proximal region, which tethers the origin to the pole. Mutations in *racA* cause an “origin only” phenotype (green). *parS* sites (red arrows) at *oriC* are the target of the Soj-Spo0J pathway that tethers the region to the pole. Mutants in *soj*, *spo0J*, or other members of the polar complex cause an “arm only” phenotype (pink). Wild type cells successfully capture both regions (blue). The genomic positions of prespore-specific reporter genes in the ORI and ARM regions are shown in gray. (*B*) Chromosome trapping assay to assess the prespore localization of the arm- or origin-localized fluorescent markers. At least 100 cells were scored per repeat (*n* = 3), and the averages are shown. Error bars show SDs. The schematic below each category panel shows the chromosome localization pattern in that condition. Strains used: DMR178, DMR179, DMR181, DMR190, DMR191, and DMR192.

Wild type sporulating cells efficiently trapped (i.e., expressed) both ARM and ORI reporters, as expected (black bars in Fig. 3*B*), with few cells containing only one or neither reporters. Control cells bearing a *racA* deletion showed the characteristic defect (32, 58) in which less than 20% of cells correctly trapped both markers; the majority containing either only the ORI marker (“ORI-only” phenotype) or neither markers. As anticipated, cells producing Apo-Soj behaved like a *soj* null mutant (63), with an excess of ARM-only capture (red bars in Fig. 3*B*). Combining Apo-Soj with a Δ*racA* mutation resulted in an almost complete loss of trapping of either ARM or ORI markers, consistent with these mutations together abolishing both mechanisms for origin region segregation and trapping. Surprisingly, cells producing ATP-Soj were almost as proficient in trapping as wild type cells, with only a small accumulation of ARM-only or empty prespores (Fig. 3*B*). Furthermore, when combined with Δ*racA* mutant the strain was more proficient in correct trapping (black bars) than the Δ*racA* single mutant (Fig. 3*B*).

This result showed that ATP-Soj can, directly or indirectly, support movement and capturing of the origin region at the cell pole, whereas Apo-Soj cannot. Importantly, the finding that an ATP monomer form of Soj supports ORI trapping suggests that this function does not require Soj to dimerize or bind to DNA, nor does it require a functional ATPase cycle.

### Altered Chromosomal Distribution of SMC in Monomeric Mutants of *soj*.

It was notable that in the Δ*racA* background (which abolishes the redundant chromosome capture pathway) (32, 63), trapping of both the ARM and ORI markers was more frequent for the ATP-Soj variant than for wild type Soj (Fig. 3*B*) (Δ*racA* vs. ATP-Soj Δ*racA*). This suggested that despite their similar localization pattern, and although both can efficiently capture the origin region at the pole during sporulation, ATP-Soj may alter the chromosome in a way that wild type does not. Since the trapping assay is an end point readout, an increased frequency of trapping of both markers could be a result of a change in chromosome compaction/organization that results in both markers being present in the prespore upon asymmetric division. If so, it was conceivable that this could be due to an effect on chromosome condensation, perhaps involving altered loading of the SMC/Condensin complex at Spo0J-*parS* sites. To investigate this, we used chromatin immunoprecipitation coupled to deep sequencing (ChIP-Seq) to plot the distribution of SMC complexes associated with the chromosome under conditions similar to the trapping assay (i.e., T_3h_ sporulation and *spoIIIE36*). 

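SMC complexes were recovered with an antibody against ScpB, a subunit of the SMC complex, from 3 strains sampled 3 h after resuspension in sporulation salts. One strain was wild type for *soj*, and the others carried *soj(G12V)* (ATP-Soj) or *soj(K16A)* (Apo-Soj) at the native locus. All 3 also carried *spoIIIE36* and the reporters of the trapping assay at *yycR* and *ywjI*. The deposited data hold 1 library per strain and no input library, so the spread between cultures is unknown and no test was run. The authors mapped the reads with bowtie2 to the reference genome of strain 168 and counted with SeqMonk the reads that overlap each 1-kb bin, scaled to the size of the library (reads per M reads, with M for mega). This value is called the signal. A read that overlaps a pair of neighbouring bins is counted in both. All values of a library are whole multiples, within 0.05, of its smallest step, which gives 3.97 M reads for the wild type, 4.66 M for ATP-Soj and 3.54 M for Apo-Soj. The median bin held between 1221 and 1763 reads. Intervals are at 95% and cover counting error only, since reads amplified by PCR are not independent molecules. The deposited bins do not start at the first base of the reference, so they were shifted by 2136770 bp, the shift at which drops in signal best matched the 30 rRNA genes. Positions are given on that reference and in kb from *oriC*, with negative values to its left. Of 4216 bins, 34 were left out because the signal in a library was under 10% of the library's median.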

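Outside the 100 kb on either side of *oriC*, the median signal per bin was 342.1 in the wild type, 377 in ATP-Soj and 342.4 in Apo-Soj. The middle 90% of these 3995 bins lay between 199.6 and 567 in the wild type, between 243 and 484 in ATP-Soj, and between 261 and 494 in Apo-Soj. They held 90.3% of the signal in the wild type, 93.2% in ATP-Soj and 88.5% in Apo-Soj. In the wild type 348 of them exceeded 1.5 times their median, against 34 in ATP-Soj and 162 in Apo-Soj. Between 0.1 and 1.0 Mb from *oriC* the median signal was 398 in the wild type, 397 in ATP-Soj and 371 in Apo-Soj. Beyond 1.9 Mb, around the terminus, it was 215 in the wild type, 254 in ATP-Soj and 283 in Apo-Soj.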

As shown in *SI Appendix*, Fig. S4, SMC complexes were detected at sites spread around the chromosome, irrespective of the form of Soj present. As expected for wild type Soj, major peaks of SMC were associated with sites roughly corresponding to the locations of the *oriC*-proximal *parS* sites (*SI Appendix*, Fig. S4 *A* and *D*), which are the major loading sites for SMC complexes. However, the two mutant strains both differed from the wild type in the extent of enrichment in the *parS-oriC* region: Substantially less enrichment of SMC was seen for the ATP-Soj form (*SI Appendix*, Fig. S4 *B* and *E*), whereas the Apo-Soj mutant had relatively more SMC over the region (*SI Appendix*, Fig. S4 *C* and *F*). Thus, the *soj* monomer mutations appear to affect SMC loading or dynamics, and again the Apo- and ATP-bound proteins had opposing effects.

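In the wild type, the mean signal within 5 kb of *parS359*, at -11 kb, was 1038, or 3.01 times the median bin of the library. Within 5 kb of *parS334*, farther to the left near position 3911606, it was 675, or 1.96 times the median bin. Only these *parS* sites could be placed, from the distances the paper gives, because no genome sequence was at hand. The highest bin of the library lay at -43.3 kb, from 4171837 to 4172836, over *yyzK* and *yyzL*. Its signal was 2362, or 6.86 times the median bin. The other main peaks near *oriC* reached 1723 at -60.3 kb, 1518 at -77.3 kb, 1415 at -8.27 kb and 1359 at -3.27 kb. The bin at -8.27 kb overlaps *soj*, which the annotation lists as *parA*. The bin at -77.3 kb lies next to *yycR*, at -79.2 kb, where all 3 strains carry an insertion.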

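The bins within 100 kb of *oriC* made up 4.47% of all bins. They held 9.72% of the signal in the wild type (exact Clopper-Pearson interval, 9.70 to 9.74), 6.81% in ATP-Soj (6.79 to 6.83) and 11.5% in Apo-Soj (11.4 to 11.5). Around *parS359* the mean signal was 695 in ATP-Soj, a ratio to the wild type of 0.670 (exact conditional interval, 0.660 to 0.680). In Apo-Soj it was 1393 at this site, a ratio of 1.34 (1.33 to 1.36). The ratios at *parS334* were 0.817 (0.803 to 0.831) in ATP-Soj and 0.855 (0.839 to 0.871) in Apo-Soj, so Apo-Soj had less signal than the wild type at this site. The median over both sites was 0.744 in ATP-Soj and 1.099 in Apo-Soj. The setting that moved the Apo-Soj median most was an average over 21 neighbouring bins, which took it to 0.983, on the other side of 1. With windows of 10 kb on either side it was 0.989. Of the main peaks of the wild type near *oriC*, ATP-Soj was lower at all 5. Apo-Soj was lower at -43.3 kb, at 2129, and at -3.27 kb, at 1137, and higher at -60.3 kb, at 1903, at -77.3 kb, at 1708, and at -8.27 kb, at 1741. The medians were also set against 10000 random sets of windows with a similar signal, 75 of the 100 candidate windows lying within 100 kb of *oriC*. They fell at percentile 46.5 in ATP-Soj and 30.9 in Apo-Soj, but the windows can hold *parS* sites that could not be placed, so they are no background free of *parS*. From the opposite changes in the *parS-oriC* region, the paper proposes that the *soj* monomer mutations affect the loading or dynamics of SMC.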

### Apo-Soj Has a Dominant Negative Chromosome Segregation Defect.

The above observations suggested models in which Soj regulates the loading or release of SMC at Spo0J-*parS* sites and suggested that correct loading is required for ORI trapping during sporulation. If one or both proteins were trapped in forms that positively or negatively regulate SMC loading, the mutant alleles might be dominant to wild type *soj*. To test this, we engineered strains in which we could express the mutant and wild type proteins in parallel. The strain background used also carried a *dnaA(V323D)* mutation to avoid the inhibitory effects of monomeric Soj proteins (especially ATP-Soj) on the initiation of DNA replication (22, 33), as well as Δ*racA* to eliminate the alternative polar segregation pathway of sporulation. These experiments revealed, unexpectedly, a clear dominant negative phenotype for Apo-Soj but not for ATP-Soj. During vegetative growth, cells expressing Apo-Soj (i.e., +xylose) had a readily detectable alteration in nucleoid appearance, compared to cells expressing ATP-Soj or to either of the uninduced strains (i.e., –xylose) (Fig. 4*A*). In particular, induction of Apo-Soj substantially reduced the number of nucleoids per cell (Fig. 4*B*). These measurements could be influenced by changes in cell length, but the average cell length did not vary appreciably between any of the samples (Fig. 4*B*). Thus, vegetative cells expressing Apo-Soj were delayed for nucleoid separation relative to uninduced cells or cells expressing ATP-Soj.

**Fig. 4.**
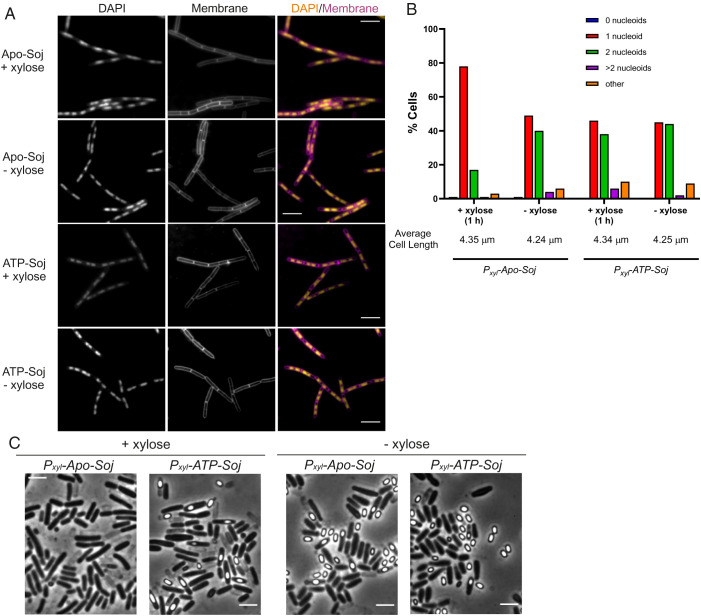
The Apo- form of Soj appears dominant negative over wild type. (*A*) Representative images of vegetative cells harboring an inducible copy of either Apo-Soj or ATP-Soj. Images were acquired 60 min after induction of the monomer mutants with 0.5% xylose. Scale bar = 5 μm. (*B*) Bar chart showing the number of completely segregated nucleoids in the Apo-Soj and ATP-Soj overexpression strains during vegetative growth. At least 150 cells were counted for each condition. (*C*) Representative images of sporulating cells containing the inducible Apo-Soj or ATP-Soj variant. Overexpression was induced by the addition of 0.5% xylose (+ xylose). −xylose = no induction. Strains used: DMR369 and DMR413.

When the same strains were induced to sporulate a much stronger phenotype was observed for Apo-Soj, in that induction with xylose virtually abolished sporulation (Fig. 4*C*). Again, no significant phenotypic effect was observed for the ATP-Soj-expressing strain. Detailed microscopic analysis of cells expressing Apo-Soj induced to sporulate revealed that they were blocked very early in the process, with a severe reduction in the formation of sporulation (polar) septa (as compared to uninduced Apo-Soj, or ATP-Soj in any condition) (*SI Appendix*, Fig. S5*A*). It is well known that perturbation of chromosome replication (e.g., by the action of dimeric Soj-based stimulation of DnaA activity) (20, 22) can block the initiation of sporulation by a “checkpoint” mechanism involving proteins Sda, KinA, and Spo0A (44, 45). Unexpectedly, however, deletion of the checkpoint gene *sda* did not suppress the sporulation defect (*SI Appendix*, Fig. S5*B*). We also asked whether the early sporulation-specific promoter of the *spoIIA* operon, which is dependent on activated Spo0A at the end of the above pathway (69), was expressed on induction of Apo-Soj, and indeed it was (*SI Appendix*, Fig. S5*C*). To our knowledge, this phenotype, in which the early sporulation operon *spoIIA* is expressed but asymmetric cell division is blocked, has been previously reported only for mutations or antibiotics inhibiting cell division directly (70–72). It seems unlikely that the Apo-Soj protein would act directly on cell division. Given that Apo-Soj expression in a *racA* mutant results in a failure to segregate and anchor the origins to the cell poles (i.e., fails to segregate the chromosome in early sporulation) (Fig. 3*B*), it seemed possible that the block in polar septation was due to incorrect positioning of the nucleoid induced by Apo-Soj, that is, some kind of nucleoid occlusion effect on cell division (73).

It was possible that the dominant negative effect mediated by Apo-Soj was due to the formation of a heterodimer between the induced Apo-Soj and the endogenous wild type copy of Soj expressed from the native locus. To test this, we repeated the dominance experiments during sporulation in strains with inducible copies of ATP- or Apo-Soj, alongside either wild type *soj*, Δ*soj*, ATP-Soj, or Apo-Soj at the native locus (*SI Appendix*, Fig. S6).

When overexpressing ATP-Soj and Apo-Soj along with wild type Soj, we saw the presence or absence of spores, respectively, as before (Fig. 4*C* and *SI Appendix*, Fig. S6). Overexpression of ATP-Soj in cells with either Δ*soj* or ATP-Soj at the native locus still resulted in the formation of spores, as indicated by the dark colony phenotype on plates (*SI Appendix*, Fig. S6*A*, +xylose plate) and the presence of phase bright spores (*SI Appendix*, Fig. S6*B*). These results further supported the notion that ATP-Soj has no dominant negative effect during sporulation.

Strikingly, when Apo-Soj was overexpressed, a sporulation defective phenotype was observed in all conditions, as indicated by the phase-pale growth on plates (*SI Appendix*, Fig. S6*A*, +xylose plate) and the absence of phase-bright spores when visualized microscopically (*SI Appendix*, Fig. S6*B*). Critically, Apo-Soj overexpression in the Δ*soj* background also abolished sporulation, demonstrating that the negative sporulation phenotype is not mediated by a heterodimer of Apo-Soj and the wild type protein. The sporulation negative Apo-Soj phenotype was also observed when the protein was expressed from the native locus in cells overexpressing ATP-Soj. Indeed, strains expressing Apo-Soj, whether from Pxyl (and + or – xylose) or from the native locus, all showed an impairment of sporulation, consistent with the view that Apo-Soj actively blocks origin movement via the ORI pathway (*SI Appendix*, Fig. S6*A*, –xylose plate and *SI Appendix*, Fig. S6*C*).

### Axial Filament Formation Is Associated with Altered SMC Distribution.

The results described above suggested a model in which Soj protein regulates the loading or sliding of SMC complexes, which then influences nucleoid configuration (i.e., formation of the axial filament) during sporulation. Correct formation of the axial filament could not only drive the origin regions toward opposite cell poles, but also configure the nucleoid to either avoid occluding the polar septum or even contribute positively to guiding septal positioning.

We took wild type cells bearing an SMC-mNG fusion and induced them to sporulate by the resuspension method. Samples taken immediately prior to resuspension (*t*_0_) were growing in a relatively rich medium and would be expected to have two to four copies of *oriC* (74, 75). Since SMC complexes are enriched near *oriC* due to loading at *parS* sites, two to four well-spaced foci of SMC-mNG would also be expected, and were indeed observed, in these samples (Fig. 5 *A* and *E*). Interestingly, however, after 1.5 h (*t*_90_) in sporulation medium the numbers of SMC foci increased, and in cells with multiple foci they were distributed across the full length of the cell (Fig. 5 *B* and *E*). These time points correspond to the period when cells are progressing through the early stages of sporulation. During this process, ongoing rounds of replication are completed, generating cells with two complete chromosomes (75). Meanwhile, the axial filament structure forms, in which the two *oriC* regions move to the extreme poles of the cell, while the termini remain together close to midcell. These observations are consistent with previous work showing that ScpB-YFP localizes along the chromosome arms during early sporulation (39). They also raised the exciting possibility that redistribution of SMC along the chromosome contributes to axial filament formation and that Soj might play a role in regulating this process.

**Fig. 5.**
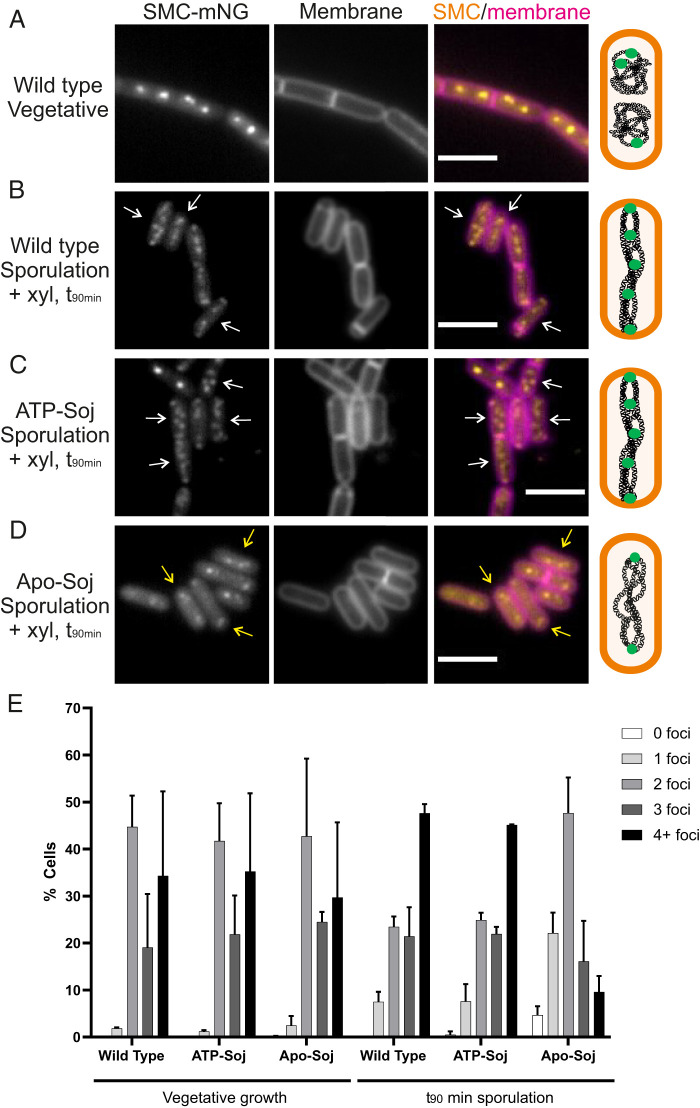
SMC distribution during sporulation. Representative images of SMC-mNG in (*A*) vegetatively growing cells with wild type *soj* or 90 min after resuspension in sporulation salts in (*B*) wild type, (*C*) ATP-soj, and (*D*) Apo-Soj mutants. In all cases, 0.5% xylose was added to cells 15 min before and throughout resuspension in sporulation salts. White arrows = cells with redistributed SMC along axial filaments; yellow arrows = cells with subpolar pairs of SMC foci. The schematic beside each set of images represents the distribution of SMC (green circles) along the chromosome in each strain. Scale bar = 3 μm. (*E*) Bar chart showing the number of SMC foci detected per cell in each mutant and time point. Between 100 and 250 cells were counted per repeat (*n* = 2), with mean scores shown. Error bars show the SDs. Strains used: DMR312, DMR314, and DMR363.

### Apo-Soj Interferes with the Redistribution of SMC Protein during the Early Stages of Sporulation.

In parallel with the above experiment, we also examined the effects of ectopic expression of Apo- and ATP-Soj on SMC localization (Fig. 5). Expression of ATP-Soj had little effect on the results, and both SMC focus numbers and distribution were similar to those of the wild type (Fig. 5 *C* and *E*). However, xylose induction of Apo-Soj gave a strikingly different result: At *t*_90_ most cells still had only two widely spaced foci, presumably corresponding to the two copies of *oriC* (Fig. 5 *D* and *E*), suggesting that Apo-Soj interferes with the redistribution of SMC complexes associated with axial filament formation. To test whether RacA protein or a native copy of Soj was needed for this effect, we repeated the experiments in strains deleted for the corresponding genes. As shown in *SI Appendix*, Fig. S7, neither of these mutations affected the number of spots per cell, so it appears that Apo-Soj itself actively prevents the redistribution of SMC.

Although cells with the Apo-Soj mutation at the native locus (i.e., not overexpressed and no wild type protein) are not blocked for septum formation, we wondered whether they might nevertheless show a perturbation in localization of SMC. As shown in *SI Appendix*, Fig. S8, these Apo-Soj mutant cells also showed a reduction in numbers of SMC foci during the early stages of sporulation, whereas cells with the ATP-Soj mutation resembled the wild type control. These findings suggested that the Apo-Soj and ATP-Soj mutant proteins have contrasting effects on the loading or release of SMC complexes from the origin region during sporulation.

### SMC Complexes Are Differentially Enriched at *parS* and along the Chromosome Arms by Apo-Soj.

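The time course of *soj* induction was measured with the same antibody in 3 strains that carry an *smc-mNeonGreen* fusion at the *smc* locus. ATP-Soj and Apo-Soj were expressed from a xylose promoter at *amyE* in a *dnaA(V323D)* background, with the native *soj* still present, and the wild type strain had no inducible *soj*. Cultures were split at resuspension into a part with 0.5% xylose and a part without, and both were sampled at 0, 60 and 90 min. This gave 18 libraries, 1 for each strain, xylose condition and time. The values give 5.44 M reads for the uninduced wild type at 0 min and between 12.3 and 16.3 M for the others. The median bin held from 956 to 3865 reads. Of the bins, 93 were left out for low signal, 54 of them beyond 1.9 Mb from *oriC*. Ratios between libraries were taken per window for the *parS* sites and as the median over bins elsewhere. As no condition has replicates, the ratio of the wild type with xylose to the wild type without served as a measure of the difference between libraries that does not involve an inducible *soj*. Both come from 1 culture, so it leaves out the variation between separately grown cultures, which ratios between strains include. It was 0.910 at 60 min and 0.961 at 90 min around *parS359*, and 1.03 and 0.998 around *parS334*. Over the arms, between 0.1 and 1.0 Mb from *oriC*, it was 1.01 at 60 min and 1.02 at 90 min.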

As well as monitoring the effects of ectopic expression of Apo- and ATP-Soj on the cellular localization of SMC by microscopy during axial filament formation (i.e., *t*_90_) (Fig. 5), we conducted whole genome ChIP-Seq at these time points to establish the distribution of SMC across the entire genome in these cells (Fig. 6 and *SI Appendix*, Fig. S9).

**Fig. 6.**
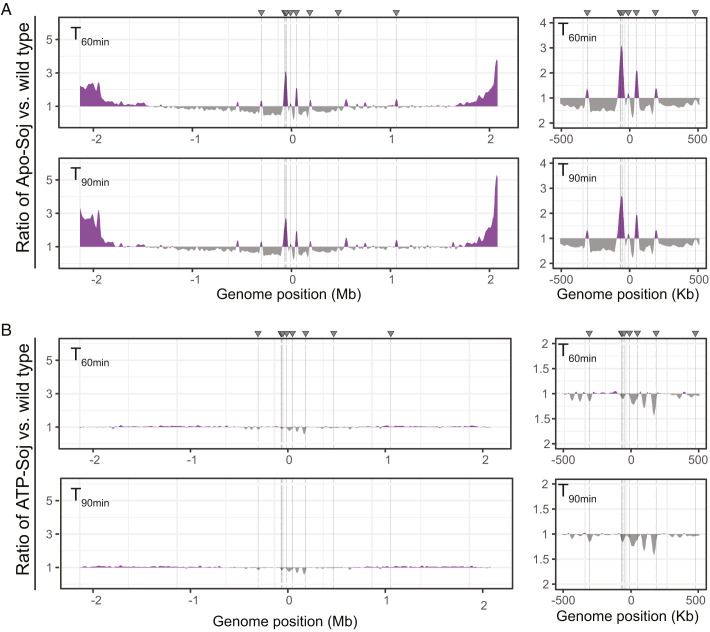
SMC complexes are differentially enriched at *parS*. ChIP-Seq was conducted against ScpB. Ratio plots show the relative enrichment (compared to wild type) of (*A*) Apo-Soj and (*B*) ATP-Soj. For each bin, normalized read counts for Apo-Soj or ATP-Soj were compared to those of the wild type for that position. If the mutant/wild type ratio was >1, values were plotted above the genome axis (purple areas). If the mutant/wild type ratio was <1, the inverse ratio was plotted below the genome axis (gray areas). T = time (min) after resuspension in sporulation salts. Gray arrows and dashed lines indicate the eight *oriC parS* sites. Panels to the right show a close-up of the *oriC* region (±500 Kb). Strains used: DMR312, DMR314, and DMR363.

*SI Appendix*, Fig. S9 shows the whole genome plots for each strain and condition. Interestingly, there were several peaks (green arrows) that appeared specifically after 60 and 90 min of sporulation, irrespective of whether the *soj* monomers were induced, suggesting that these occur when the chromosome reorganizes into the axial filament during sporulation. 

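The signal of each bin at 60 and 90 min was divided by its signal at 0 min in the same strain and xylose condition. Bins over 4 times at both times that also reached 2 times the median of the bins within 25 kb were merged into regions across gaps of up to 2 kb. Of the 6 strain and xylose conditions, at least 1 showed enrichment in 5 such regions, and all 6 showed it in 2 of them. The first of these, from 1360231 to 1365230 on the right arm, covers *dppA* to *dppE* and *proCC*. The second, from 1420231 to 1423230, covers *kinE*, *ogt* and *mtnA*. A region over *ctaC* and *ctaD*, from 1560231 to 1562230, passed in the wild type with and without xylose. Regions over *ctpA* and *yodH* and over *aroC*, *rsiX* and *sigX* passed in Apo-Soj with xylose alone. These last genes were named after their values were seen. The region over *ctpA* and *yodH* lies near the terminus, at -2082 kb, where induced Apo-Soj was broadly above the wild type, with a median ratio of 2.08 at 60 min. Relative to its surroundings, the signal at *ctpA* was 2.02 times at 60 min and 1.98 times at 90 min in Apo-Soj with xylose. In the wild type with xylose it was 2.03 and 1.70 times, so the broad rise can account for much of this region. Without the criterion of a local peak, 8 regions passed in at least 1 condition and 3 in all 6, with *ctaC* to *ctaF* as the added region. The setting that moved the count in at least 1 condition most was a ratio over 4 at either time, which gave 13 regions. Dividing each value by the local median of its own library left 2 regions in at least 1 condition and 0 in all 6.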

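The enrichment at an operon was taken as the highest ratio to 0 min among the bins that overlap it. For *dppA-E*, from 1360401 to 1365800, it lay between 7.30 and 9.95 at 60 min over the 6 conditions and between 6.89 and 9.56 at 90 min. For *kinE*, from 1419213 to 1421429, the ranges were 5.49 to 7.08 at 60 min and 4.16 to 6.40 at 90 min. For *ctaC-G*, from 1560466 to 1565315, they were 4.57 to 7.42 and 4.17 to 5.95. For *resA-E*, from 2415415 to 2421343 on the left arm, they were 4.14 to 6.95 and 3.93 to 5.54. The operon *resA-E* exceeded 4 times at both times in 5 conditions, and the other operons did so in all 6. The ratios nearest 4 were those of Apo-Soj, and some of their counting intervals reach below 4.

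**Figure D1:**
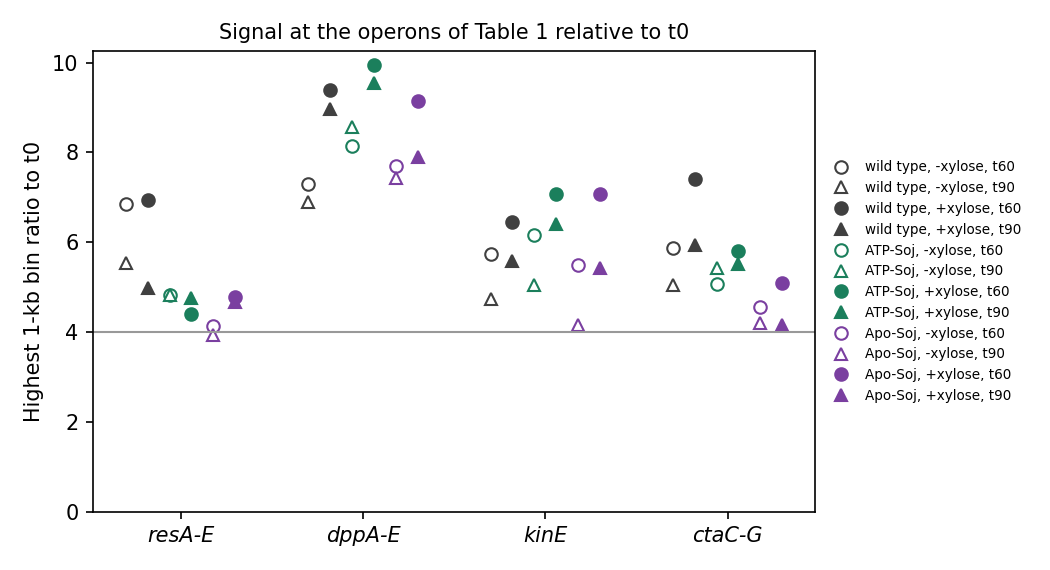
Highest ratio of the signal in a 1-kb bin to its signal at 0 min for *resA-E*, *dppA-E*, *kinE* and *ctaC-G*. Colours stand for strains, open and filled symbols for cultures without and with xylose, circles for 60 min and triangles for 90 min, each symbol is 1 library, and the line marks a ratio of 4. The lowest symbol is the uninduced Apo-Soj at *resA-E* at 90 min, at 3.93.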

Based on the observation of specific peaks during sporulation, we analyzed the genomic context of all SMC enrichment peaks that were >4× during sporulation (*t*_60_ and *t*_90_) as compared to *t*_0 min_ (Table 1). 

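Among the 4 operons, *dppA-E* had the highest ratio in every condition at both times. In the wild type with xylose its ratio was 9.40 (exact conditional interval, 8.87 to 9.96) at 60 min and 8.96 (8.45 to 9.50) at 90 min. The order of the others differed between strains, with *kinE* next at 60 min in both mutants and *ctaC-G* next in the wild type with xylose at both times. The signal at *dppA-E* was 2.94 to 3.87 times the median of the bins within 25 kb in the same library, and at *kinE* 2.92 to 6.30 times. At *ctaC-G* it was 1.42 to 2.24 times and at *resA-E* 1.46 to 2.41 times, so these operons stood out less from their surroundings. The values at *kinE* above 4.11 came from the bin from 1421231 to 1422230, which holds the end of *kinE* and also *ogt* and part of *mtnA*. The signal at *mtnA* was already 2.58 to 3.28 times its surroundings at 0 min, so the local peak is not that of *kinE* alone.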

The strongest enrichments were consistent in all conditions and corresponded mainly to genes whose products are typically membrane integrated/associated and that are highly transcribed in the first few hours of sporulation. In principle, these could represent roadblocks or pause sites for loop extrusion by SMC complexes.

**Table 1.** SMC is enriched along the genome during sporulation compared to vegetative growth

Gene/operon	Condition enriched	Function	Cellular location
*resA-E*	WT ± xyl ATP-soj ± xyl	*resA*: biosynthesis of cytochrome *c* *resB-C*: heme transporters *resD-E*: two-component regulator of metabolism (aerobic vs. anaerobic)	M
*dppA-E*	All	*dppA*: peptidase (cell wall metabolism) *dppB-E*: ABC transporters for dipeptides	M/E
*kinE*	All	Kinase involved in initiation of sporulation (two-component sensor)	M
*ctaC-G*	All	*ctaC*: subunit II of cytochrome *c* oxidase *ctaD*: subunit I of cytochrome *c* oxidase *ctaE*: subunit III of cytochrome *c* oxidase *ctaF*: subunit IV of cytochrome *c* oxidase *ctaG*: essential to form a functional cytochrome *c* oxidase	M

Table shows genes/operons at which SMC complexes were enriched more than fourfold during sporulation as compared to vegetative growth (_t0 min_) based on ChIP-Seq against ScpB.

M = membrane localized; E = extracellular/secreted.

All information on gene function was adapted from Subtiwiki (subtiwiki.uni-goettingen.de/).

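The gradient along the arms was measured as the slope of the log2 signal against the distance from *oriC*. It was fitted on the medians of 64 windows of 50 kb between 0.2 and 1.8 Mb on both arms. With no input library, the slope cannot separate SMC binding from the DNA content along the chromosome. In the wild type with xylose it was -0.76 per Mb at 60 min and -0.81 at 90 min, and in ATP-Soj with xylose -0.71 and -0.73. In Apo-Soj with xylose it was -0.25 (Poisson redraws, -0.26 to -0.24) at 60 min and -0.40 (-0.40 to -0.39) at 90 min. Without xylose the Apo-Soj slope was -0.86 at 60 min and -0.97 at 90 min. The setting that moved the Apo-Soj slope most was a range of 0.2 to 1.0 Mb, over which it was 0.02 at 60 min and -0.16 at 90 min, against -0.90 and -0.95 in the wild type.

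**Figure D2:**
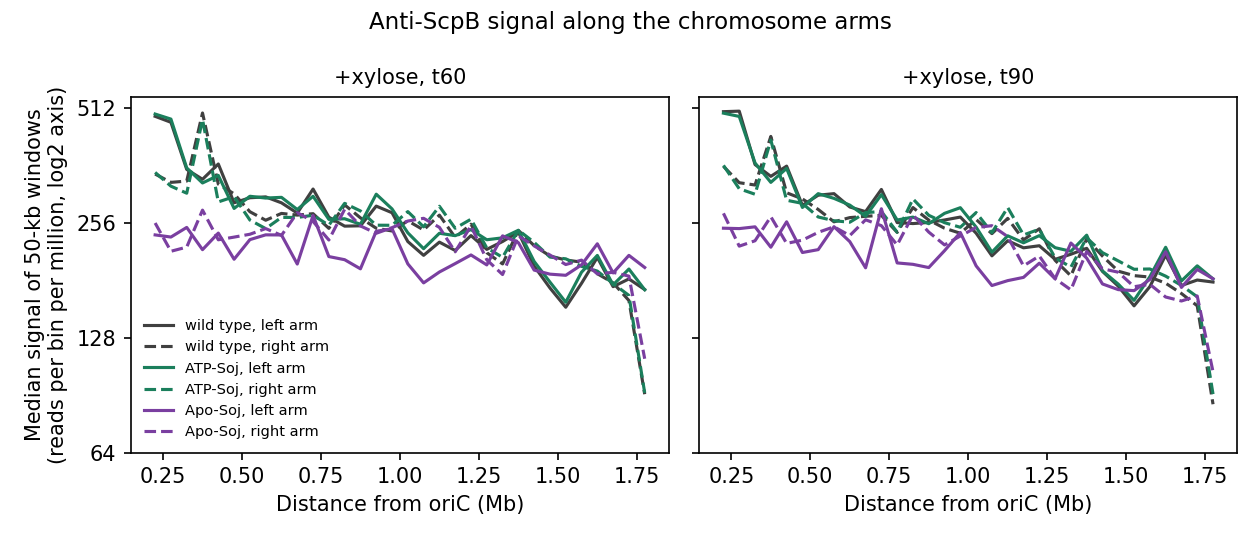
Median signal of 50-kb windows (log2 axis) against the distance from *oriC* in Mb, with xylose, at 60 min on the left and 90 min on the right. Colours stand for strains, solid lines for the left arm and dashed lines for the right arm, with 1 library per strain. The Apo-Soj lines lie below the others from 0.2 to 0.5 Mb and are closer to them, or above them, toward 1.8 Mb.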

Notably, the induced Apo-Soj ChIP-Seq profiles (*SI Appendix*, Fig. S9*C*, +xylose, *t*_60 min_ and *t*_90 min_) showed no clear gradient of SMC enrichment along the chromosome arms (outside the *oriC* peaks), suggesting that SMC distribution around the chromosome is altered in the presence of Apo-Soj. However, the presence of peaks of SMC enrichment (*SI Appendix*, Fig. S9*C* and Table 1) did suggest that some SMC complexes are present along the arms, although these were not evident as detectable SMC foci (Fig. 5). Furthermore, because these peaks were seen in all conditions, they probably represent general roadblocks or sites of enrichment for SMC as the chromosome reorganizes into an axial filament at the onset of sporulation.

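With Apo-Soj induced, the highest ratio to 0 min at *dppA-E* was 9.14 at 60 min and 7.91 at 90 min. At *kinE* it was 7.08 and 5.43, and at *ctaC-G* 5.09 and 4.17. At *resA-E* it was 4.77 (4.42 to 5.16) and 4.67 (4.33 to 5.05). In Apo-Soj, intervals reached below 4 at several operons. With xylose this was so for *ctaC-G* at 90 min (3.86 to 4.51). Without xylose it was so for *resA-E* at 60 min (3.85 to 4.45) and 90 min (3.63 to 4.25), and at 90 min for *ctaC-G*, at 4.21 (3.92 to 4.52), and *kinE* (3.95 to 4.38).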

Upon analysis of the distribution of SMC in Apo-Soj as a ratio compared to the wild type, several striking features emerged. 

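With xylose, the mean signal within 5 kb of *parS359* was 4444 in Apo-Soj and 1971 in the wild type at 60 min, a ratio of 2.25 (2.24 to 2.26). At 90 min it was 4318 against 1972, a ratio of 2.19 (2.18 to 2.20). Around *parS334* it was 2031 against 1026 at 60 min, a ratio of 1.98 (1.97 to 1.99), and 1886 against 949 at 90 min, a ratio of 1.99 (1.97 to 2.00). The median over both sites was 2.12 at 60 min and 2.09 at 90 min. The setting that moved it most was a window of 2 kb on either side, which gave 3.15 and 3.12. At 0 min, in the cultures with xylose, the ratio was already 1.56 at *parS359* and 1.33 at *parS334*. Without xylose it was 2.20 at 60 min and 2.45 at 90 min at *parS359*, and 1.25 and 1.43 at *parS334*. The share of the signal within 100 kb of *oriC* with xylose was 20.8% in Apo-Soj and 12.8% in the wild type at 60 min. At 90 min it was 21.8% and 14.5%. Without xylose the share was also higher in Apo-Soj, at 21.7% against 13.9% at 60 min and 23.9% against 15.0% at 90 min. Against random sets of windows with a similar signal, 96 of 100 candidates lying within 100 kb of *oriC*, the medians fell at percentile 53.8 at 60 min and 59.1 at 90 min. These windows can hold *parS* sites that could not be placed, so the percentiles do not separate *parS* sites from other sequence. Within 0.5 Mb of *oriC* the highest ratio of a single bin was 6.98 at 60 min and 5.98 at 90 min, at -49.3 kb.

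**Figure D3:**
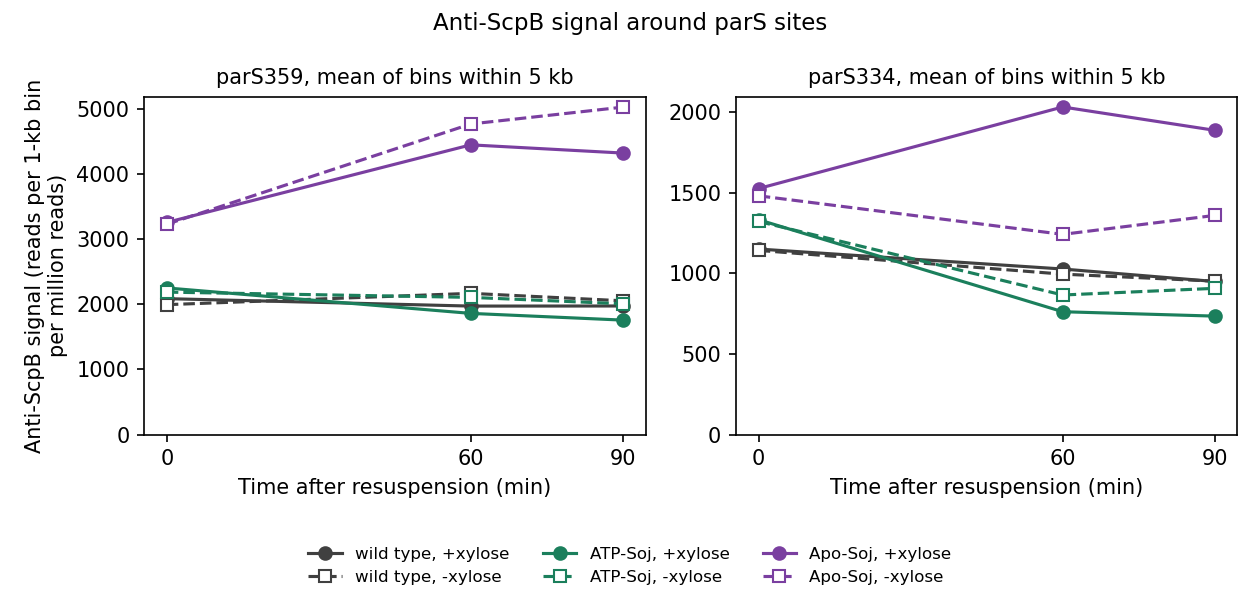
Mean signal within 5 kb of *parS359* (left) and *parS334* (right) against the time after resuspension in min, in the unit of the signal. Colours stand for strains, filled symbols and solid lines for cultures with xylose and open symbols and dashed lines for cultures without, and each symbol is 1 library. The Apo-Soj values at *parS359* with xylose are 3254, 4444 and 4318 in order of time, and those without xylose rise from 3226 to 5022.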

First, there was a strong enrichment of SMC around *parS* sites in the Apo-Soj mutant (Fig. 6*A*). Despite this increase, there was generally less SMC on the chromosome arms in the first ∼1 Mb moving away from the *oriC*, suggesting that SMC complexes already on the chromosome before sporulation (and induction of Apo-Soj) continue to translocate, while newly loaded complexes become trapped at *parS* sites, leading to a gradual decrease (from *ori*- toward -*ter*) along the arms. 

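Between 0.1 and 1.0 Mb from *oriC*, outside 10 kb of either *parS* site, the median ratio of Apo-Soj to the wild type with xylose was 0.778 (0.777 to 0.783) at 60 min and 0.779 (0.777 to 0.782) at 90 min. Of the 1760 bins, 86.6% were below 1 at 60 min and 88.5% at 90 min. The ratio was lower on the left arm, at 0.731 and 0.725, than on the right arm, at 0.876 and 0.866. The setting that moved it most, the comparison of the uninduced cultures, gave 0.916 at 60 min and 0.922 at 90 min, and a range of 0.1 to 1.8 Mb gave 0.914 and 0.884. By distance, the ratio at 60 min was 0.663 from 0.1 to 0.5 Mb, 0.880 from 0.5 to 1.0 Mb, 0.954 from 1.0 to 1.5 Mb and 1.14 from 1.5 to 1.9 Mb. At 90 min it was 0.674, 0.873, 0.919 and 1.05 over the same distances. Beyond 1.9 Mb it was 2.08 (2.06 to 2.09) at 60 min and 2.50 (2.45 to 2.51) at 90 min, over 362 bins, with no input library to show the DNA content there.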

Changes in SMC distribution were also noticeable with ATP-Soj (Fig. 6*B*). Here, it appeared that there was generally less SMC around the *parS* sites but a largely similar distribution of SMC along the chromosome arms at both time points during axial filament formation (Fig. 6*B*).

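With xylose, the mean signal around *parS359* in ATP-Soj was 1859 at 60 min and 1756 at 90 min. The ratio to the wild type was 0.943 (0.938 to 0.948) at 60 min and 0.890 (0.885 to 0.895) at 90 min. At *parS334* it was 0.742 (0.736 to 0.748) and 0.774 (0.767 to 0.780). Compared with the ratio of the wild type with xylose to the wild type without, the ratio at *parS359* was nearer 1 at 60 min and farther from 1 at 90 min, and the ratios at *parS334* were farther from 1 at both times. The median over both sites, 0.843 at 60 min and 0.832 at 90 min, fell at percentiles 0 and 2.74 of the matched random sets. Of their 100 candidate windows, 96 lay within 100 kb of *oriC*, while *parS334* lies outside that region. The windows can also hold *parS* sites that could not be placed, so these percentiles do not separate *parS* sites from other sequence. At 0 min the ratio with xylose was 1.08 at *parS359* and 1.16 at *parS334*. In the uninduced cultures it was 0.972 and 0.978 at *parS359* and 0.870 and 0.953 at *parS334*, at 60 and 90 min. The share of the signal within 100 kb of *oriC* was 12.3% at 60 min and 13.4% at 90 min. Over the arms from 0.1 to 1.0 Mb the median ratio was 1.00 at 60 min and 0.993 at 90 min, and it lay on either side of 1 under other settings, such as 0.964 at 60 min with each library rescaled to its bins between 1.0 and 1.5 Mb and 1.02 at 90 min from 0.1 to 1.8 Mb. In 5 bands of distance from 0.1 to 2.2 Mb, the median ratio lay between 0.975 and 1.05 at both times.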

A similar pattern was detected when ChIP-qPCR was conducted against two independent *parS* sites (*SI Appendix*, Fig. S10). The qPCR also confirmed that there is no clear enrichment of SMC at the terminus in the *soj* mutants (*SI Appendix*, Fig. S10).

Taken together, these data suggest that SMC complexes are recruited to *parS* sites in the Apo-Soj mutant, but efficient translocation away (i.e., release) from the *oriC* region is blocked, ultimately leading to a depletion of SMC along the chromosome arms and a loss of the normal SMC gradients from *oriC* to *ter*. This further supports the notion that a loss of SMC along the chromosome arms is associated with an inhibition of origin segregation to the pole, which fails in Apo-Soj mutants. This was not the case for the ATP-Soj mutant, in which SMC complexes were depleted around *parS*, suggesting that translocation away from *oriC* is permitted, and may be promoted or increased in this mutant, leading to segregation of *oriC* regions toward the cell poles. Furthermore, these data establish that monomeric Soj proteins can act as regulators of SMC release in bacteria, which act after SMC/Condensin loading at *parS* by Spo0J.

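Within the Apo-Soj strain, the ratio of the culture with xylose to the culture without was taken on the mean within 5 kb. Around *parS359* it was 0.933 (0.930 to 0.936) at 60 min and 0.860 (0.857 to 0.863) at 90 min. Around *parS334* it was 1.64 (1.63 to 1.65) and 1.39 (1.38 to 1.40). The highest bin within 5 kb of *parS359*, at -10.27 kb, was instead higher with xylose. It was 11690 against 10247 at 60 min and 10643 against 10098 at 90 min. Over the arms from 0.1 to 1.0 Mb the median ratio was 0.9004 (0.896 to 0.903) at 60 min and 0.901 (0.897 to 0.904) at 90 min. Beyond 1.9 Mb it was 1.78 (1.76 to 1.78) and 1.896 (1.88 to 1.91). From the higher SMC signal at *parS* in the Apo-Soj mutant, the lower signal along the arms and the loss of the gradient, the paper proposes that SMC complexes are recruited to *parS* sites but that their release from the *oriC* region is blocked.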

### Apo-Soj Inhibition of ORI Trapping Is Dependent on Interaction with Spo0J.

Soj and the SMC complex are both known to interact with the N-terminal region of Spo0J (15, 19). Gruber and Errington (15) previously identified a mutation, *spo0J(L5H)*, which abolishes the stimulation of Soj ATP hydrolysis, presumably by preventing the N-terminal unstructured region of Spo0J from interacting with the active site of the Soj dimer. Since neither ATP-Soj nor Apo-Soj can bind DNA (17, 20), the apparent regulation of SMC redistribution by these Soj variants could conceivably operate through an interaction with the N-terminus of Spo0J. If so, the *spo0J(L5H)* mutation might interfere with that regulation. To test this, we returned to the ORI trapping assay with the *soj* and *spo0J* mutants expressed from their native loci. As shown in *SI Appendix*, Fig. S11, the *spo0J(L5H)* mutation substantially increased the trapping of both ORI and ARM markers for Apo-Soj. Once again, ATP-Soj had the opposite effect on trapping in the *spo0J(L5H)* background, albeit mildly. Taken together, these data suggest that both Apo-Soj and ATP-Soj interact with the N-terminus of Spo0J and that this interaction is critical for the effects of these mutant proteins on chromosome capture.

## Discussion

### Origin Segregation in sporulating *B. subtilis* Does Not Require the Dimeric Form of Soj/ParA.

The *soj-spo0J* locus of *B. subtilis* has long been recognized to play a role in chromosome segregation (31, 64), but its detailed functioning has been difficult to unravel, in part because of the complex phenotypic effects of mutations on chromosome replication and sporulation. Most bacteria are now known to have a *parABS* (*soj-spo0J*) system, almost always located close to *oriC* (5). The system of *C. crescentus* is probably the best understood mechanistically, as described at the beginning of this article. Our results clearly show that the *B. subtilis* system deviates from the *C. crescentus* paradigm, at least during sporulation. In particular, wild type *B. subtilis* Soj/ParA appears to reside in a form that closely resembles ATP-Soj and is probably monomeric (Figs. 1 and 2) (22). Since Spo0J is the activator of Soj-dimer ATPase activity, mutants that lack *spo0J* lead to wild type Soj accumulating as a dimer and binding to the nucleoid (*SI Appendix*, Fig. S1), in a manner that is indistinguishable from that of the ATP-locked Soj-dimer mutant (16, 22). Strikingly, neither ATP-Soj nor Apo-Soj binds over the nucleoid in a Δ*spo0J* mutant (*SI Appendix*, Fig. S1). These data, combined with the established in vitro data (20), support the view that the ATP-Soj and Apo-Soj proteins are likely to be monomeric in vivo, or at least fail to form stable dimers that persist and bind to the DNA.

The chromosome segregation defect in *Δsoj-spo0J* mutants is relatively mild and evident mainly during sporulation when the partially redundant RacA system is abolished (Fig. 3) (32, 63). Nevertheless, Soj and Spo0J appear to have all the biochemical properties needed for plasmid/*Caulobacter*-like segregation function, including the ATP-dependent dimerization and DNA binding properties of Soj. Furthermore, the *soj-spo0J* locus is sufficient to stabilize an otherwise unstable plasmid in *E. coli* (16, 76). However, our results have now shown that the prominent extreme movement of *B. subtilis* origins toward the cell poles during sporulation does not require dimeric, DNA-bound Soj. Why then is the dimerization and nonspecific DNA binding retained? As well as a regulated switch in controlling DNA replication initiation (20, 22), earlier work has shown that cells with *soj* and/or *spo0J* mutations are affected in an early step in origin separation in vegetative cells, which might account for the synthetic lethal effect observed when mutations in either gene were combined with an *smc* deletion (77). Thus, it is possible that a *Caulobacter*-like DNA relay system operates to drive the initial separation of origins immediately after the initiation of replication in vegetative cells. Nevertheless, our results suggest that the sporulation system is functionally quite different from that of the plasmid and *Caulobacter* systems.

### Apo- and ATP-Bound Monomers of Soj Have Differentiated Functions.

Virtually all previous work on Soj/ParA proteins has focused on their activity in the dimeric, DNA-bound state (1). However, we previously reported that an ATP-bound but monomeric form of Soj (i.e., ATP-Soj) has potent inhibitory activity against DnaA (22). This activity is now well established as a direct protein–protein interaction by both biochemical and structural studies (20, 33). The Apo-Soj mutant has a much weaker, barely detectable inhibitory activity against DnaA (20), which suggested that this form of Soj might be inactive. However, our results presented here categorically establish that Apo-Soj is an active form of the protein: It strongly inhibited sporulation, as well as generating a clear delay in nucleoid separation in vegetative cells. ATP-Soj does not have this activity. It therefore appears that ATP-Soj and Apo-Soj are not inactive forms, and in fact they have clearly differentiated and potent activities. Structural studies of various Soj/ParA proteins have revealed two distinct conformational states (17, 19), and it seems possible that the ATP-Soj and Apo-Soj proteins may mimic these alternative states. Furthermore, our data suggest that the cellular functioning of wild type Soj will involve regulated switching between these states.

### Involvement of SMC/Condensin in Axial Filament Formation and Its Regulation by Soj/ParA.

Formation of the axial filament has long been recognized as the first detectable morphological change following the onset of endospore formation in *Bacillus* (47, 78, 79), but the mechanisms underlying this process have proven difficult to dissect. A key early finding was that *oriC* regions of the chromosome migrate toward the extreme cell poles as the axial filament forms (48). This led to models in which the migration of origins toward opposite cell poles was responsible for the elongation of the chromosomes (80). Several factors involved in migration of the *oriC* region to the pole have been identified, particularly RacA (32, 58) and a series of proteins that appear to work via an interaction with the *soj-spo0J-parS* system (32, 63, 81). Until now we had assumed that the latter system would work by a kind of DNA relay mechanism involving dimeric DNA-bound Soj and the ATPase stimulating activity of Spo0J. However, our results show that Soj does not need to dimerize to support origin movement, and we have identified a change in the distribution of SMC, regulated at least in part by Soj, as the likely driving force for axial filament formation and origin migration toward the cell poles (at least in the absence of RacA, see below).

The change in distribution of SMC during sporulation is evident as an increase in the number of foci, which become distributed along the length of the cell (Fig. 5) (39). It is well established that in the axial filament there are two complete chromosomes, with origin regions at each pole and the termini maintained close together at about midcell (32, 48, 50, 75, 78, 82). Origin-associated SMC foci are thought to occur because this is where they are loaded (15, 34). SMC complexes then migrate away toward the terminus, meanwhile aligning the left and right chromosome arms (37–39). The intermediate foci seen in the axial filament might represent arm localized “pause sites,” which correlate with sporulation-specific peaks of SMC enrichment observed by ChIP-Seq. These peaks occurred at the locations of genes encoding transmembrane or secreted proteins and protein complexes that are highly transcribed during sporulation. Coupled transcription–translation and membrane insertion could conceivably generate roadblocks that arrest or delay SMC loop extrusion. It will be interesting to explore whether these accumulations contribute to the changes in chromosomal topology associated with axial filament formation. Importantly, failure of SMC to achieve this sporulation-specific chromosomal redistribution upon Apo-Soj expression was associated with a block in polar septation, suggesting that chromosome dynamics contribute to the switch in positioning of the division septum during sporulation. As a *soj-spo0J* double mutant is able to form spores (31, 32), it was possible that RacA may support loading of SMC in a Spo0J-independent manner. However, it has previously been shown that in the absence of *soj-spo0J*, SMC (as monitored by a ScpB-YFP fusion) fails to localize over the chromosome during early sporulation (39), suggesting that RacA alone (which is present in these cells) is not able to facilitate SMC redistribution. SMC foci have also been observed along the length of fully replicated *C. crescentus* chromosomes, which also radiate across the cell and have origins anchored at opposite cell poles (83). It may be that distribution of SMC along the chromosome is crucial for forming an elongated nucleoid structure that traverses the entire cell axis.

It is well established that SMC complexes are loaded onto the chromosome at the origin region by Spo0J bound around *parS* sites in many bacterial species (3, 15, 34, 41, 42). It has recently been proposed that loading results from a direct interaction between the SMC joint and the N-terminal CTP-binding domain of Spo0J (84). At some point, SMC complexes will become released from the loading site and translocate along the chromosome to facilitate chromosome segregation and organization, as previously mentioned (37, 39). Our data suggest that Apo-Soj plays an active role in regulating this process, in which it prevents the release of SMC complexes from Spo0J-*parS*. In turn, this leads to an increase in the amount of SMC trapped around Spo0J-*parS* (relative to wild type) (Fig. 6*A*) and a concomitant reduction in movement of the ORI region to the cell pole during sporulation (Fig. 3*B*). It remains unclear whether ATP-Soj promotes SMC release from around Spo0J-*parS* or plays no active role as a positive or negative regulator and instead is solely involved in DNA replication regulation (22, 33).

More work will be needed to test precisely how Soj protein regulates SMC loading or release into sliding mode. Nevertheless, our results appear to have identified yet another link in the complex web of interactions involving Soj, Spo0J, and SMC/Condensin, which connect chromosome replication, segregation, and sporulation in *B. subtilis*. They also identify roles for both Apo- and ATP-bound forms of monomeric Soj, and provide mechanistic insights into axial filament formation and spore septum positioning.

## Materials and Methods

### Bacterial Strains and Growth Conditions.

All experiments in this study used the model gram-positive bacterium *B. subtilis*, with the genetic backgrounds 168CA and 168ED.

A full list of strains, plasmids, and oligonucleotides generated or used in this study are listed in *SI Appendix*, Tables S1–S3.

In general, strains were grown on nutrient agar (Oxoid) for growth on plates or in Luria–Bertani or casein hydrolysate (CH) liquid medium. *B. subtilis* strains were transformed by inducing competency as described by Hamoen et al. (85). Supplements included (when required) 0.1–1% xylose,1 mM isopropylthio-β-galactoside, and 20 μg/mL tryptophan. Antibiotics were added to solid and liquid medium, when required, at the following final concentrations: 0.5–1 µg/mL erythromycin, 12.5–25 µg/mL lincomycin, 100 µg/mL ampicillin, 5 µg/mL chloramphenicol, 50 µg/mL spectinomycin, 2–5 µg/mL kanamycin, 6–10 µg/mL tetracycline, and 10 µg/mL zeocin.

### Sporulation of *B. subtilis.*

Strains of *B. subtilis* were induced to sporulate via the resuspension method (86–88). In summary, cultures (3–10 mL) were inoculated from fresh plates and grown overnight at 30 °C in CH medium containing the appropriate antibiotic. The following day, cultures were diluted to an optical density (OD_600_) of 0.1 in fresh CH medium and grown at 30 °C or 37 °C until the OD_600_ reached 0.8. Cultures were then pelleted and resuspended into an equal volume of A+B sporulation salts, which marked *t*_0_ of sporulation. All subsequent time points for sporulation (in min or h) are measured similarly (e.g., *t*_90 min_ marks 90 min after resuspension in sporulation salts).

### Microscopy.

In all microscopy experiments, cells were imaged with a Nikon Ti microscope equipped with a Nikon CFI Plan Apo DM Lambda 100× oil objective; MetaMorph v7.7 software (Molecular Devices); Photometrics Prime or BSI sCMOS cameras; and a Sutter Instruments Lambda LS xenon arc or CoolLED pE-300/pE-4000 LED light sources. Images were processed and analyzed in FIJI (https://imagej.net/Fiji) (89). Details of image analysis can be found in the *SI Appendix*.

For single time point imaging, overnight cultures of vegetatively growing cells were diluted to OD_600_ = 0.05–0.1 and grown for at least two cell doublings before imaging. For sporulation experiments, cells were imaged at appropriate times following resuspension into sporulation salts (see figures for details). In all cases, 0.5-µL cells were mounted onto microscope slides containing a thin layer of 1% agarose in water (supplemented with 10% medium, where appropriate) and covered with 0.13–0.17 mm coverslips (VWR). Nucleoids were visualized with 1 µg/mL DAPI (Sigma Aldrich), and membranes were visualized by adding 0.5 µg/mL fn5-95 (Molecular Probes) to the agarose pad or cells. To minimize the nonspecific binding of fn5-95, coverslips were precoated with a large droplet of polydopamine (Sigma Aldrich) (2 mg/mL dopamine in 5 mM Tris⋅HCl, pH 8.5) before sequential washing (twice) in deionized water (90). The chromosome trapping assay was conducted as described previously (63) (see also *SI Appendix*).

### Nalidixic Acid Experiment.

Strains from overnight cultures were diluted to an OD_600_ of 0.05 in fresh Luria–Bertani medium and grown at 37 °C until OD_600_ reached 0.6. Cells were then diluted back to an OD_600_ of 0.2 in the presence of nalidixic acid (10 μg/mL final) and grown for 50 mins before visualization by fluorescence microscopy. Chromosomes were labeled with DAPI (1 μg/mL final).

### Chromatin Immunoprecipitation Coupled with Deep sequencing (ChIP-Seq).

For the single-time-point ChIP-Seq, 10-mL overnight cultures of strains DMR178, DMR179, and DMR181 grown in CH media were diluted to OD_600_ = 0.1 in 50 mL fresh CH. Each strain was then grown and induced to sporulate by the resuspension method. After 3 h, each sample was cross-linked with formaldehyde (1% final) at room temperature for 30 min with shaking every 10 min. Cross-linked pellets were harvested by centrifugation and washed twice in phosphate-buffered saline before rapid freezing in liquid nitrogen and storage at −80 °C until further processing

For the time-course ChIP-Seq, 10-mL overnight cultures of strains DMR312, DMR314, and DMR363 grown in CH media were diluted to OD_600_ = 0.1 in 100 mL fresh CH. Strains were then induced to sporulate by the resuspension method. Upon resuspension in A+B sporulation salts, each sample was split into 2× 50 mL samples, with expression of the ectopic copy of *soj* being induced in one of each pair by the addition of 0.5% (final) xylose. Each sample was handled independently throughout. At *t*_0 min_, t_60 min_ and *t*_90 min_ of sporulation, 15 mL was removed from each culture and cross-linked with formaldehyde (1% final) for 30 min at room temperature with shaking every 10 min. Each sample pellet was washed twice in phosphate-buffered saline, before rapid freezing and storage at −80 °C until further processing.

Immunoprecipitation and sequencing were conducted as described previously (91); for method details, please see *SI Appendix*. Raw data can be accessed via the NCBI Gene Expression Omnibus (92).

### Quantification and Statistical Analysis.

For all experiments we had at least two biological replicates. The number of analyzed cells (*N*) for each particular experiment or repeat are indicated in each figure. Means were generated based on repeats, and error bars are shown as SDs.

## Supplementary Material

Supplementary File

## Data Availability

ChIP-Seq data have been deposited in NCBI GEO [GSE192868 (92)].

# Supplementary material for: Chromosome remodelling by SMC/Condensin in B. subtilis is regulated by monomeric Soj/ParA during growth and sporulation
**Source:** Proc Natl Acad Sci U S A. 2022 Oct 7;119(41):e2204042119. doi: 10.1073/pnas.2204042119
**Supplement:** Supplementary File

## **Supporting Information for**

### **Chromosome remodelling by SMC/Condensin in *B. subtilis* is regulated by monomeric Soj/ParA during growth and sporulation**

David M. Roberts, Anna Anchimiuk, Tomas G. Kloosterman, Heath Murray, Ling Juan Wu, Stephan Gruber, Jeff Errington

#### **This document file includes:**

SI Materials and Methods

SI Figures 1-11

SI Tables 1-3

## SI Materials and Methods

### Chromosome Trapping Assay during Sporulation

Three hours after the induction of sporulation by the resuspension method, cells were analysed by microscopy. Prespores, identified by membrane staining with FM5-95, were scored for the expression of YFP and/or CFP and categorised as expressing both markers, YFP only, CFP only, neither marker, or as other (denoting any other pattern e.g. expression of markers in the wrong/both compartments). The presence of a specific point mutation in SpoIIIE (*spoIIIE36*) prevented the translocation of the bisected prespore chromosome from its initial capture orientation, allowing the expression and maturation of the prespore-specific fluorescent markers.

### Image Analysis

In all cases, FIJI software (<https://imagej.net/Fiji>) (NIH) was used to process and analyse imaging data (1).

#### SMC-mNG spot detection

Individual SMC-mNG foci were assigned as “spots” in a semi-automated, non-biased manner by using the TrackMate plugin in Fiji (2). In TrackMate, the Laplacian of Gaussian filter was applied, and an estimated blob diameter of 5 pixels and a threshold of 250 grey levels was used to assign all SMC-mNG spots in a field of view. Following background subtraction and generation of a composite image merging the green and red (i.e., SMC-mNG and membrane) channels, the assignment of individual spots on the merge image was generated. The channel representing the SMC-mNG foci was selected as the active channel for spot detection in the software. The generated image was then saved, and the detected spots/cell counted manually.

#### Fluorescence Profile generation for mNG-Soj and DivIVA-mScl-I

Images of mNG-Soj (WT, Apo- and ATP variants) and DivIVA-mScl-I were loaded into FIJI. Foci of Soj and DivIVA were detected as spots using the TrackMate plugin with the Laplacian of Gaussian filter. An estimated blob diameter of 7.5 and 8.0 pixels was used for Soj and DivIVA images, respectively, and a background threshold of 750 grey levels was applied to all images. Spots were then exported as ImageJ ROIs, which generated an image containing just the assigned spots. A mask was applied prior to image smoothing. This process was then repeated for every image, position and both Soj and DivIVA channels for every strain and time point. This removed all non-specific signal apart from the software-assigned spots that represent the position of Soj/DivIVA foci.

To generate fluorescence profiles, all phase images and the assigned Soj and DivIVA spots for each imaging field were merged into an hyperstack for each strain, generating a stack each for wild type, ATP-Soj and Apo-Soj. The images were analysed, and profiles automatically assigned to each cell using the Coli-Inspector tool (version 04d) in the ObjectJ plugin for Fiji (3). In brief, each hyperstack of images were individually selected as the linked image in the ObjectJ Coli-Inspector tool, and then filaments were automatically marked using the software. Following the generation of sorted and qualified maps, the corresponding profiles were saved and processed manually as greyscale or pseudocoloured images.

### **ChIP-Seq**

Each sample pellet (see Methods and Figures for details) was resuspended in 2 ml cold PBS and adjusted to 4 OD<sub>600</sub> units (4 ml at OD<sub>600</sub>=1). Adjusted sample pellets were resuspended in TSEMS buffer (50 mM Tris pH 7.4, 50 mM NaCl, 10 mM EDTA pH 8.0, 0.5 M sucrose and PIC (Sigma)) supplemented with 10 mg/ml lysozyme from chicken egg white (Sigma) and incubated for 30 min at 37°C with vigorous shaking. Resulting protoplasts were collected by centrifugation, washed twice with TSEMS, resuspended in 1 ml TSEMS and split into 3 aliquots. Pelleted samples were rapidly frozen in liquid nitrogen for storage at -80°C until further processing.

For immunoprecipitation (IP), the sample pellets were resuspended in 2 ml buffer L (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA pH 8.0, 1 % (v/v) Triton X-100, 0.1 % (w/v) Na-deoxycholate, 0.1 mg/ml RNaseA and PIC (Sigma)) and transferred to 50 ml round bottom tubes. Sonication was performed using a Bandelin Sonoplus with an MS72 tip (90 % pulse and 35 % power output) for 3 rounds of 20 sec. Lysates were transferred to 2 ml tubes and, after centrifugation for 10 min at 21,000 g at 4°C, 800 µl of the supernatant was collected for IP and 200 µl was kept as whole-cell extract (WCE) at -20°C.

Prior to IP, the anti-scpB antibody serum (Gruber Lab) was incubated with Protein G coupled Dynabeads (Invitrogen) in a 1:1 ratio for 2.5-3.5 hrs at 4°C with rotation. The antibody-bead mixture was then washed and resuspended in buffer L, prior to adding 50 µl to each IP sample, which were incubated for 2.5-3 hrs at 4°C with rotation. Next, the samples were washed with the following buffers: buffer L, buffer L5 (buffer L containing 500 mM NaCl), buffer W (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 0.5 % (v/v) NP-40, 0.5 % (w/v) Na-deoxycholate, 1 mM EDTA pH 8.0), and buffer TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0). Finally, for crosslink reversal, the IP samples were resuspended in 520 µl buffer TES (50 mM Tris-HCl pH 8.0, 10 mM EDTA pH 8.0, 1 % (w/v) SDS) and transferred to 1.5 ml screw-cap tubes. WCE samples were thawed and 300 µl of TES and 20 µl of 10 % SDS were added. Both tubes were incubated overnight at 65°C with vigorous shaking.

To purify the DNA, 500 µl phenol:chloroform:isoamyl alcohol mix (Sigma) was added to the IP and WCE tubes, mixed vigorously and centrifuged for 10 min at 13,000 rpm (at room temperature). 450 µl of aqueous phase was collected and precipitated with 1 ml 100 % ethanol in the presence of 45 µl NaOAc (Sigma) and 1.2 µl of Glycoblue (Invitrogen) for 20 min at -20°C. DNA pellets were collected by centrifugation and resuspended in 100 µl EB (Qiagen) by vigorous shaking for 10 min at 55°C. Final purification was performed using a PCR purification kit (Qiagen), eluting the DNA in 50 µl EB. Prior to deep sequencing, the success of the IP was verified with qPCR.

For deep sequencing, the DNA libraries were prepared by the Genomic Facility at CIG, UNIL, Lausanne. Briefly, the DNA was fragmented by sonication (Covaris S2) until the DNA was sheared to 220-250 bp. The Ovation Ultralow Library Systems V2 kit (NuGEN) including 15 cycles of PCR amplification was used to prepare the DNA libraries. 12-15 million sequence reads per sample were obtained on a HiSeq4000 (Illumina) with 150 bp read length.

#### ChIP-Seq read profiling

The *B. subtilis* genome NC\_000964.3 was used to map the reads using bowtie2 (--very sensitive-local mode). Downstream data analysis was conducted using SeqMonk (Babraham Institute), with a bin size of 1 kb. Data was visualized using R or GraphPad Prism.

#### **Strain and Plasmid Construction**

Whenever transforming strains that already contained one or more markers, transformants were first selected then patched using the antibiotic for the resistance to the incoming construct. Retention of the original markers/constructs was then confirmed by testing the resistance to the original markers. Where necessary, sequencing of genes or regions was conducted to verify the presence/absence of key point mutations.

Strain DMR109 was constructed by transforming 168CA with chromosomal DNA from HM31 (4) and selecting for tetracycline resistance.

Strain DMR179 was constructed by transforming DMR178 with chromosomal DNA from HM40 (4) (selecting for neomycin resistance). The presence of *soj*(G12V) was verified by DNA sequencing using primers oDMR194 and oDMR197.

DMR181 was constructed by transforming DMR178 with chromosomal DNA from HM38 (4) (selecting for neomycin resistance). The presence of *soj*(K16A) was verified by DNA sequencing using primers oDMR194 and oDMR197.

DMR184 and DMR185 were constructed by transforming DMR178 with chDNA from strains TK421 and TK422, respectively, selecting for neomycin resistance. The presence of both the *soj* and *spo0J* point mutations were confirmed by DNA sequencing. TK421 and TK422 were gifted by Tomas Kloosterman.

Strains DMR190, DMR191 and DMR192 were constructed by transforming DMR178, DMR179 and DMR181, respectively, with chromosomal DNA from TK110 (5) and selecting for tetracycline resistance. The presence of the *soj* point mutations was verified by DNA sequencing.

Strain DMR206 was constructed by transformation of DMR109 (selecting for neomycin resistance) with 3-way PCR using primers oDMR225 and oDMR227 (fragment 1) and 168CA template DNA; oDMR229 and oDMR231 (fragment 2) and pSHP1 (gifted by Stijn Peters) template DNA; and oDMR232 and oDMR233 (fragment 3) and 168CA template DNA.

Strain DMR208 was constructed by transformation of DMR109 (selecting for neomycin resistance) with 3-way PCR using primers oDMR225 and oDMR227 (fragment 1) and DMR179 template DNA; oDMR229 and oDMR231 (fragment 2) and pHSP1 template DNA; and oDMR232 and 233 (fragment 3) and DMR179 template DNA.

Strain DMR210 was constructed by transformation of DMR109 with 3-way PCR using primers: oDMR225 and oDMR227 (fragment 1) and DMR181 template DNA; oDMR229 and oDMR231 (fragment 2) and pHSP1 template DNA; and oDMR232 and oDMR233 (fragment 3) and DMR181 template DNA. Select with neomycin.

A 3-way PCR using oDMR245-246 (Fragment 1, 168CA template), oDMR247-248 (Fragment 2, p7Z6 template (6)), oDMR249-250 (Fragment 3, 168CA template) was transformed into 168CA to generate strain DMR236.

DMR256 and DMR258 were constructed by backcrossing HM240 (7) or HM625 (7), respectively, into 168CA. The transformants were selected for spectinomycin resistance and neomycin sensitivity. Retention of the double integration at *amyE* was verified by testing the activity of  $\alpha$ -amylase on starch plates.

Strains DMR267 and DMR270 were constructed by transforming DMR256 and DMR258, respectively, with DNA from DMR119 and selecting for erythromycin resistance. Retention of the double integration at *amyE* was verified by testing the activity of  $\alpha$ -amylase on starch plates and resistance to spectinomycin.

DMR308 and DMR310 were constructed by transforming DM256 and DMR258, respectively, with a PCR product using oDMR262 and oDMR263 and template DNA from DMR363, selecting for erythromycin resistance. Retention of the double integration at *amyE* was verified by testing the activity of  $\alpha$ -amylase on starch plates and resistance to spectinomycin.

Strains DMR312 and DMR314 were constructed by transforming DMR308 and DMR310, respectively, with a PCR product generated using primers oDMR260-261 and HM531 template DNA (selecting for chloramphenicol resistance). The presence of the *dna(V323D)* mutation was confirmed by DNA sequencing.

Strain DMR316 was constructed transforming 168CA with DNA from JWV048 (8) and selecting for kanamycin resistance.

Strains DMR337, DMR339 and DMR341 were generated by transforming DMR206, DMR208 and DMR210, respectively, with pJG23 and selecting for chloramphenicol resistance.

Strains DMR346, DMR350 and DMR354 were constructed by transforming DMR267, DMR270 and DMR3369, respectively, with DNA from DMR316 (selecting for kanamycin resistance). Retention of the double integration at *amyE* was verified by testing the activity of  $\alpha$ -amylase on starch plates and resistance to spectinomycin.

Strain DMR363 was generated by transforming 168CA (selecting for erythromycin resistance) with PCR product generated using primers oDMR262 and oDMR263 and template DNA from a strain harbouring an *smc-mNG* construct at the native locus (a gift from Maki Kawai).

DMR369 was generated by transforming DMR267 with a PCR product generated using primers oDMR260-261 and selecting for chloramphenicol resistance. The presence of *dnaA(V323D)* was verified by sequencing.

Strains DMR375 and DMR377 were constructed by transforming DMR317 and DMR318, respectively, with a PCR product generated using oDMR262-263 and DMR363 template DNA, selecting for erythromycin resistance.

DMR270 was transformed with a PCR product generated using primers oDMR260-261 and HM531 template DNA, selecting for chloramphenicol resistance, to generate strain DMR413. The presence of *dnaA(V323D)* was confirmed by sequencing. Retention of the double integration at *amyE* was verified by testing the activity of  $\alpha$ -amylase on starch plates and resistance to spectinomycin

Strain DMR434 was generated by transforming DMR413 with DNA from HM908 and selecting for tetracycline resistance. The retention of *dnaA(V323D)* and the double integration at *amyE* were confirmed by DNA sequencing and testing the activity of  $\alpha$ -amylase on starch plates, respectively.

Strains DMR447, DMR449 and DMR456 were generated by transforming DMR206, DMR208 and DMR210, respectively, with a PCR product generated using primers oDMR277 and oDMR233 and template DNA from strain 2640 (9), selecting for spectinomycin resistance then neomycin sensitivity.

DMR457, DMR459 and DMR461 were constructed by transforming DMR363, DMR312 and DMR314, respectively, with a PCR product generated using primers oDMR245 and oDMR250 and template DNA from strain TK110 (select for tetracycline resistance). The presence of the double integration at *amyE* was confirmed by testing the activity of  $\alpha$ -amylase on starch plates.

DMR464, DMR466 and DMR468 were constructed by transforming DMR363, DMR312 and DMR314, respectively, with a PCR product generated using primers oDMR225 and oDMR233 and template DNA from strain HM748 (2) (select for neomycin resistance). The presence of the double integration at *amyE* was confirmed by testing the activity of  $\alpha$ -amylase on starch plates.

Strains DMR473, DMR474 and DMR475 were constructed by transforming DMR369 with chDNA from HM748 (2), DMR317 and DMR318, respectively, and selecting for neomycin resistance. The presence of the point mutations in *dnaA* and *soj* were confirmed by DNA sequencing. The presence of the double integration at *amyE* was confirmed by testing the activity of  $\alpha$ -amylase on starch plates.

Strains DMR476, DMR477 and DMR478 were generated by transforming DMR413 with chDNA from HM748 (2), DMR317 and DMR318, respectively, selecting for neomycin resistance. The presence of the point mutations in *dnaA* and *soj* were confirmed by DNA sequencing. The presence of the double integration at *amyE* was confirmed by testing the activity of  $\alpha$ -amylase on starch plates.

Strain HM531 was constructed by transforming 168ED with DNA from HM528 (7) and selecting for chloramphenicol resistance. The presence of *dnaA(V323D)* was verified by DNA sequencing.

Strain HM908 was constructed by transforming 168CA with DNA from JWV044 (8) and selecting for tetracycline resistance.

TK230 was gifted to us by Tomas Kloosterman. The presence of the point mutation in *spo0J* was verified by sequencing.

Plasmid pJG23 was constructed by initially generating an empty vector (pJG95) though linearization of pAPNC213-cat (gifted by Clare Willis) with primers oJWG041 and oJWG007, and then the RBS

inserted by In-fusion cloning (Clontech) using annealed primers oJWG039-040. The mScarlet-I (10), amplified using oJWG001-002, was inserted into pJG95 after plasmid linearisation using oJWG005-006, generating pJG6. pJG23 was then completed by linearisation of pJG6 with oJWG051-052, while DivIVA was amplified from 168CA using oJWG071-072 and inserted by In-fusion cloning.

## References

1. Schindelin J, *et al.* (2012) Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9(7):676-682.
2. Tinevez JY, *et al.* (2017) TrackMate: An open and extensible platform for single-particle tracking. *Methods* 115:80-90.
3. Vischer NO, *et al.* (2015) Cell age dependent concentration of *Escherichia coli* divisome proteins analyzed with ImageJ and ObjectJ. *Front Microbiol* 6:586.
4. Murray H & Errington J (2008) Dynamic control of the DNA replication initiation protein DnaA by Soj/ParA. *Cell* 135(1):74-84.
5. Kloosterman TG, *et al.* (2016) Complex polar machinery required for proper chromosome segregation in vegetative and sporulating cells of *Bacillus subtilis*. *Mol. Microbiol.* 101(2):333-350.
6. Yan X, Yu HJ, Hong Q, & Li SP (2008) Cre/lox system and PCR-based genome engineering in *Bacillus subtilis*. *Appl. Environ. Microbiol.* 74(17):5556-5562.
7. Scholefield G, Whiting R, Errington J, & Murray H (2011) Spo0J regulates the oligomeric state of Soj to trigger its switch from an activator to an inhibitor of DNA replication initiation. *Mol. Microbiol.* 79(4):1089-1100.
8. Veening JW, Murray H, & Errington J (2009) A mechanism for cell cycle regulation of sporulation initiation in *Bacillus subtilis*. *Genes Dev.* 23(16):1959-1970.
9. Autret S, Nair R, & Errington J (2001) Genetic analysis of the chromosome segregation protein Spo0J of *Bacillus subtilis*: evidence for separate domains involved in DNA binding and interactions with Soj protein. *Mol. Microbiol.* 41(3):743-755.
10. Bindels DS, *et al.* (2017) mScarlet: a bright monomeric red fluorescent protein for cellular imaging. *Nat. Methods* 14(1):53-56.

**Fig. S1**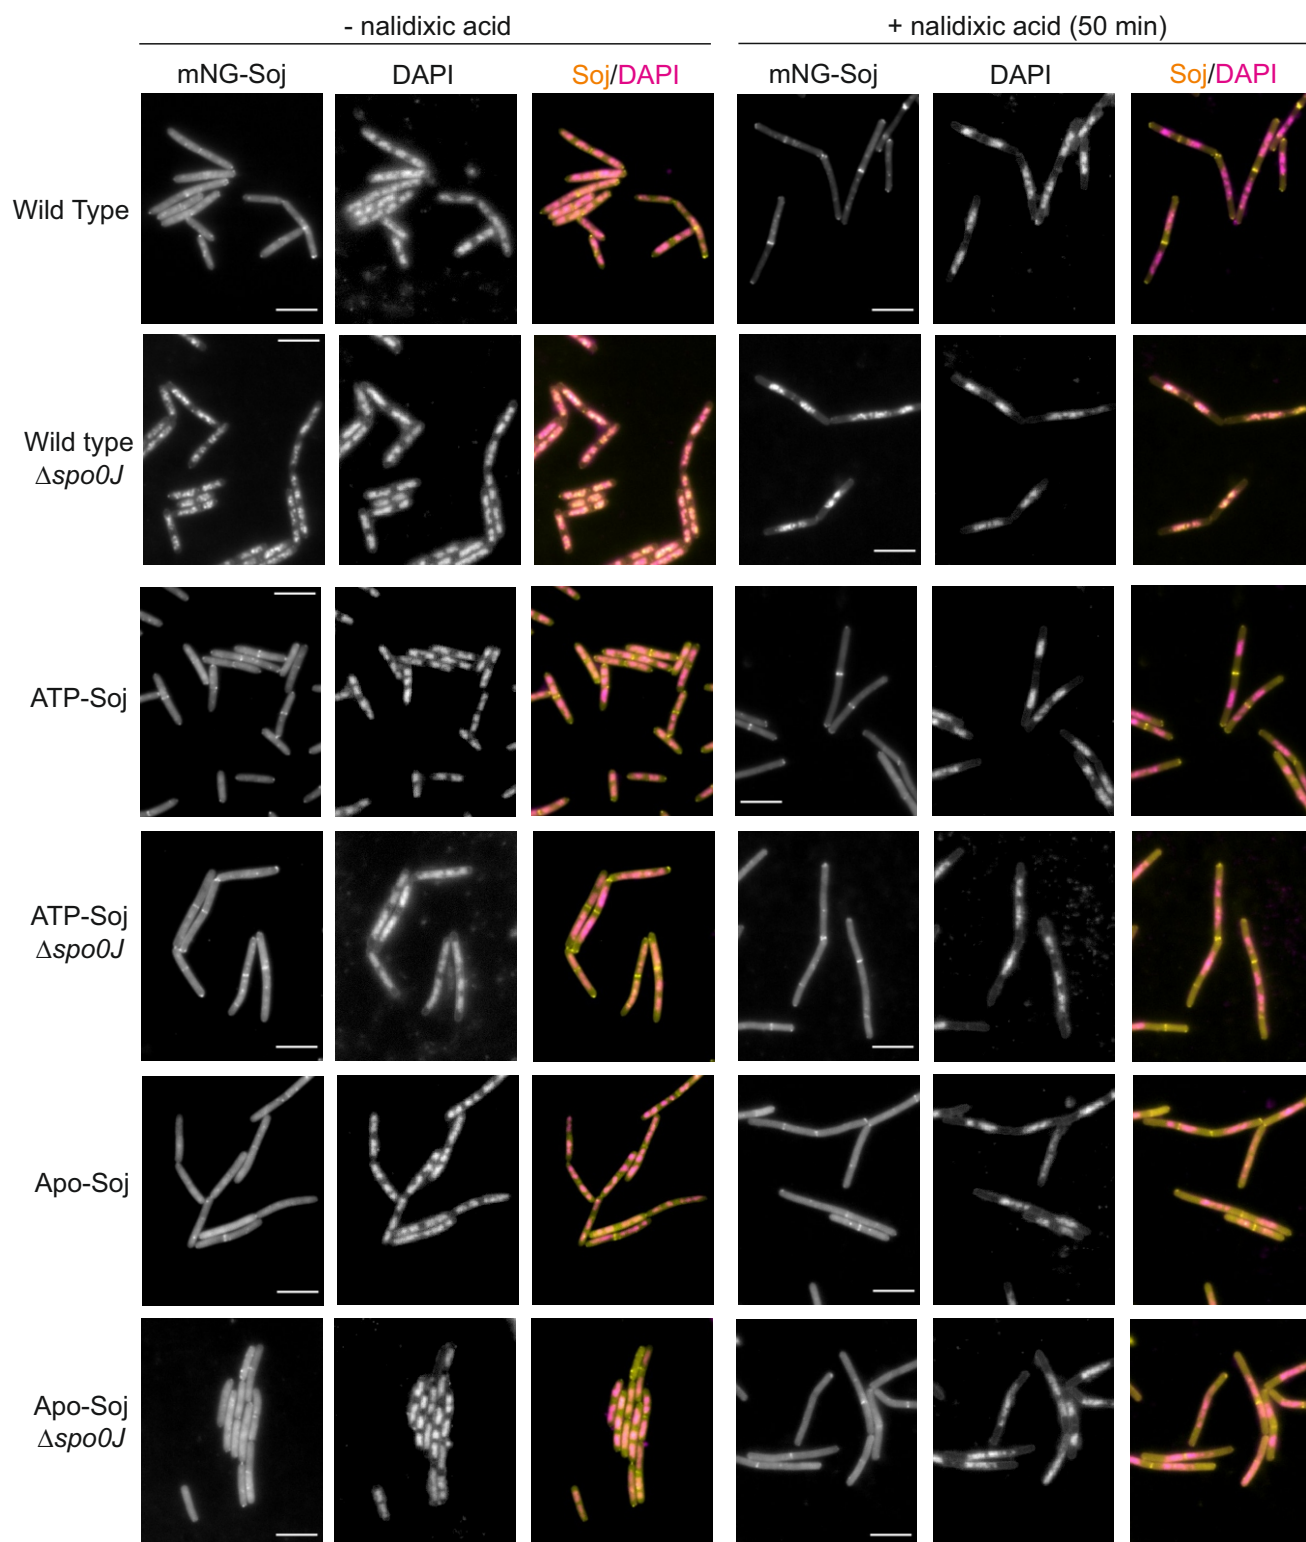

**Fig. S1. Localisation of Soj in the presence and absence of *spo0J*.** Representative images showing the localisation pattern of mNG-Soj +/-  $\Delta spo0J$ . Nucleoids were visualised by staining with DAPI (1  $\mu\text{g/ml}$  final). Nalidixic acid (10  $\mu\text{g/ml}$  final) was added to growing cultures for 50 mins prior to imaging. Scale bar = 5  $\mu\text{m}$ . Strains used: DMR206, DMR208, DMR210, DMR447, DMR449, DMR456.

**Fig. S2**

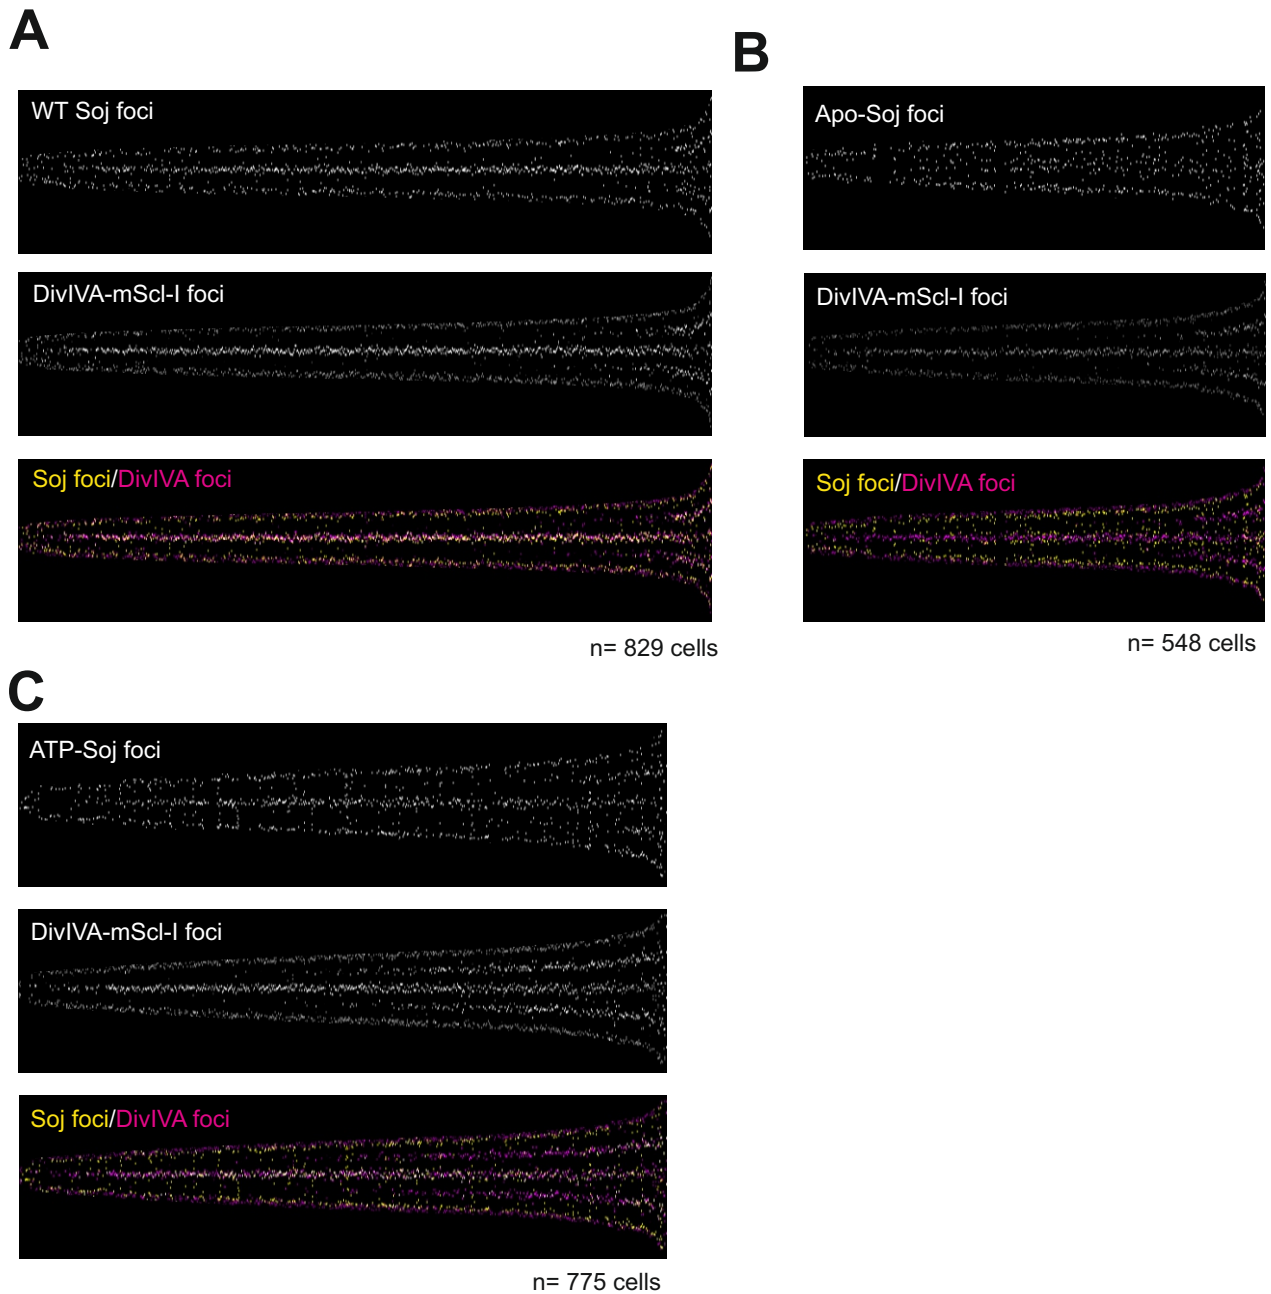

**Fig. S2. Soj and DivIVA co-localisation.** Fluorescent plots show the relative cellular positions of: (B) wild type mNG-Soj and DivIVA-mScl-I; (C) Apo-Soj and DivIVA-mScl-I; (D) ATP-Soj and DivIVA-mScl-I. In all cases, cells were sorted by shortest to longest. The DivIVA-mScl-I signal was used as a proxy for the cell boundaries/poles. Strains used: DMR337, DMR339, DMR341.

**Fig. S3**

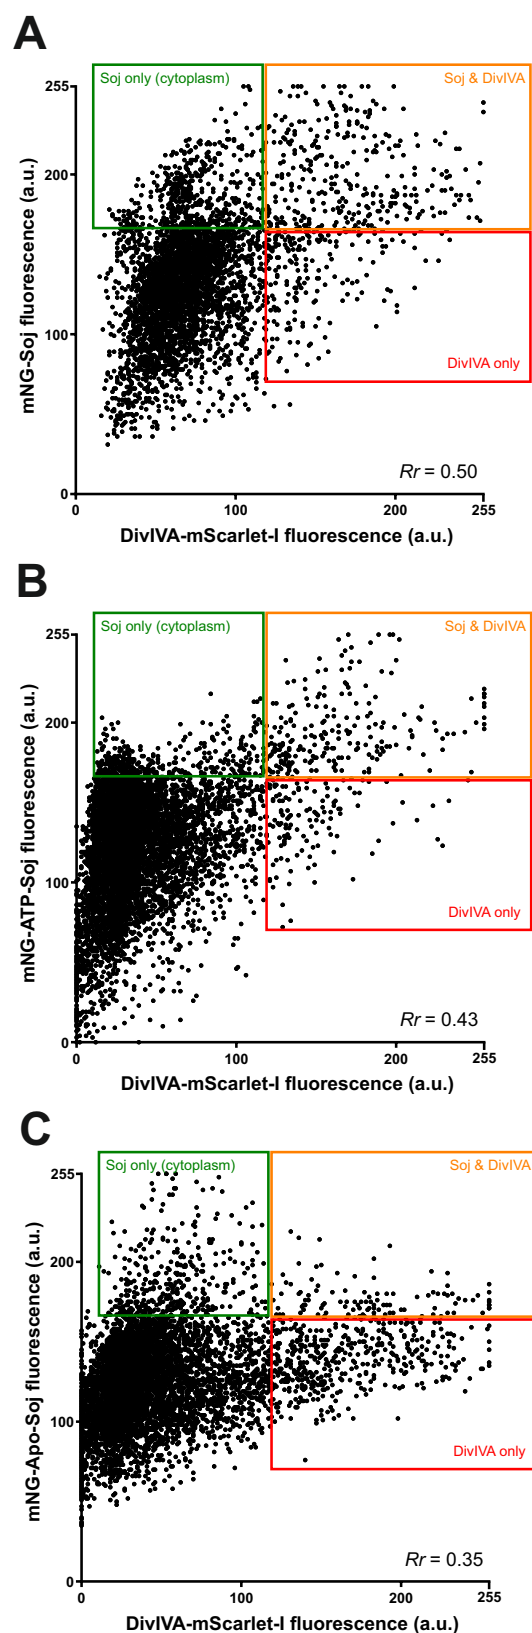

**Fig. S3. Co-localisation analysis of mNG-Soj and DivIVA-mScl-I.** The graphs show a fluorescence intensity correlation (pixel by pixel) of the Soj and DivIVA signal for: (A) wild type Soj and DivIVA; (B) ATP-Soj and DivIVA; (C) Apo-Soj and DivIVA. Images used are those from Fig. 2. The Pearson's correlation coefficient ( $Rr$ ) is also shown. Green boxes = pixels corresponding to Soj only signal; orange boxes = pixels corresponding to co-localised Soj and DivIVA; red boxes = pixels corresponding to DivIVA only signal. Strains used: DMR337, DMR339, DMR341.

**Fig. S4**

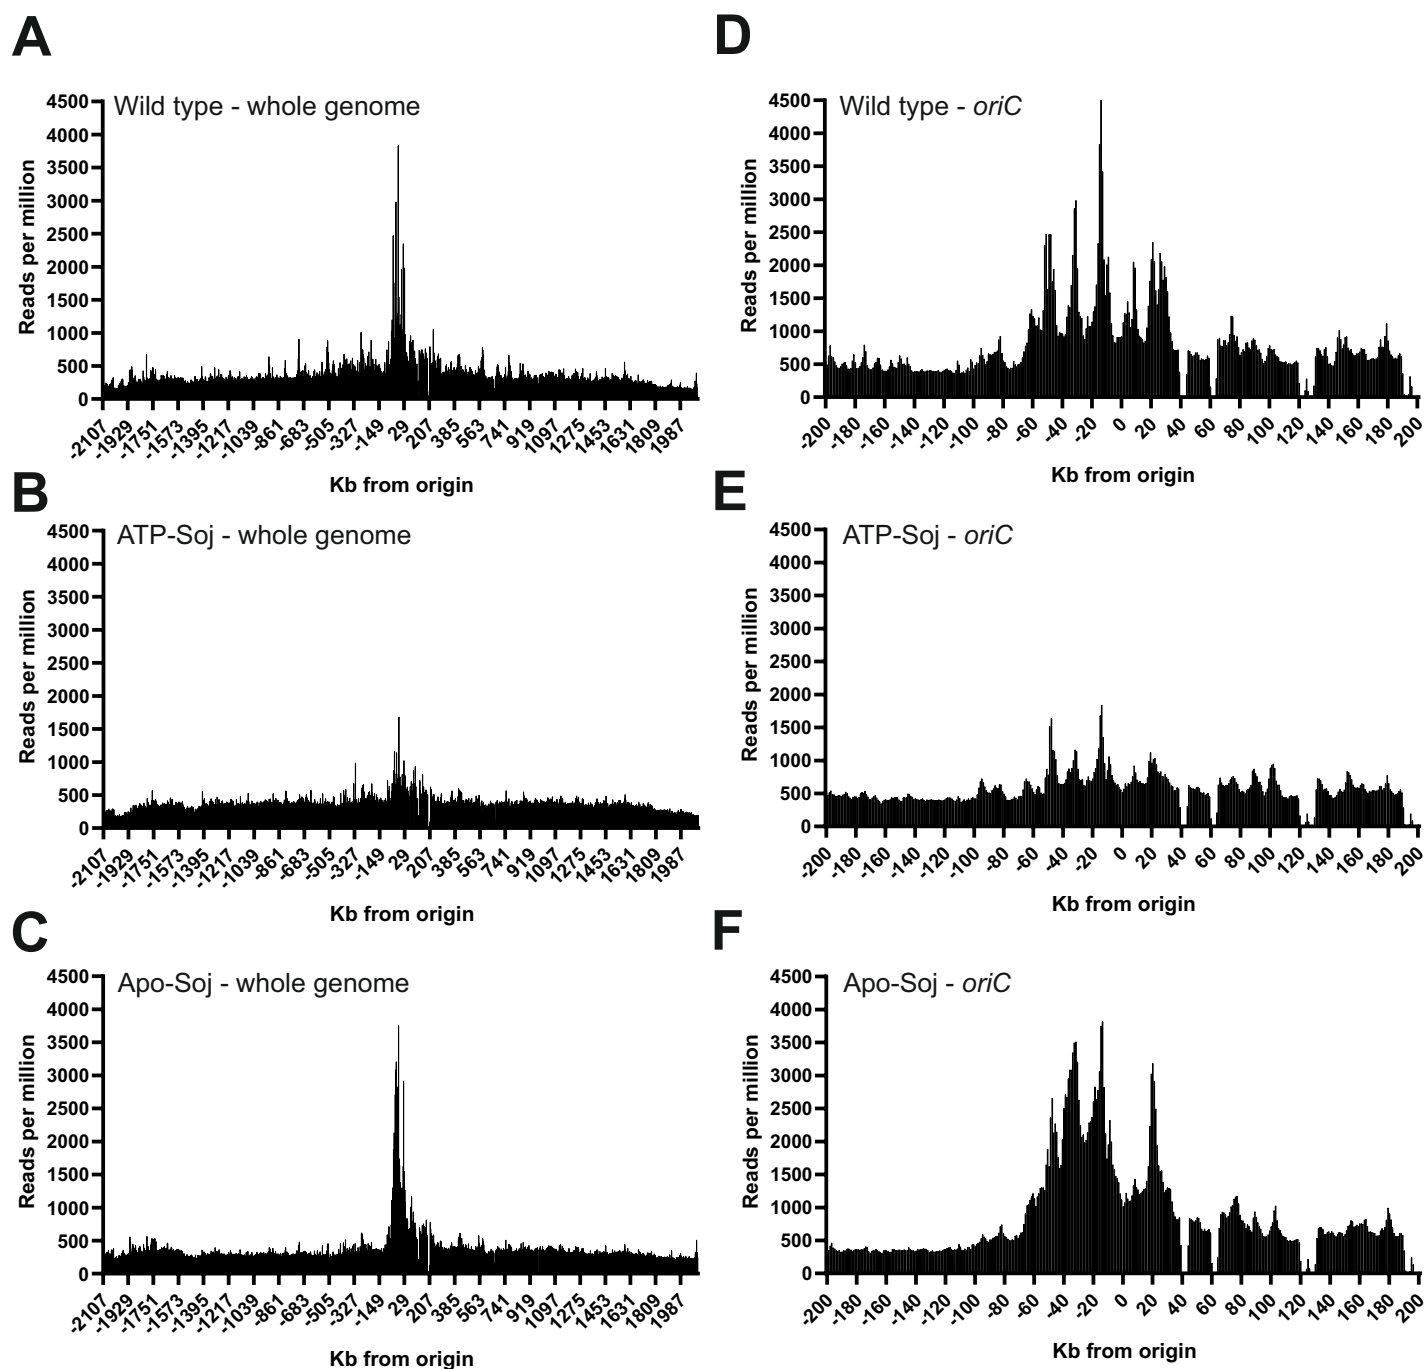

**Fig. S4. ChIP-Seq reveals altered enrichment of SMC at *oriC* during sporulation.** ChIP-Seq was conducted against ScpB 3 h after re-suspension in sporulation salts. Whole genome plots are shown for (A) wild type; (B) ATP-Soj; (C) Apo-Soj. A close up of the origin region (+/- 200 Kb) is shown for (D) wild type; (E) ATP-Soj; (F) Apo-Soj. To lock the chromosome in its initial capture orientation, all strains also contained the *spoIIIIE36* mutation. Strains used: DMR178, DMR179, DMR181.

Fig. S5

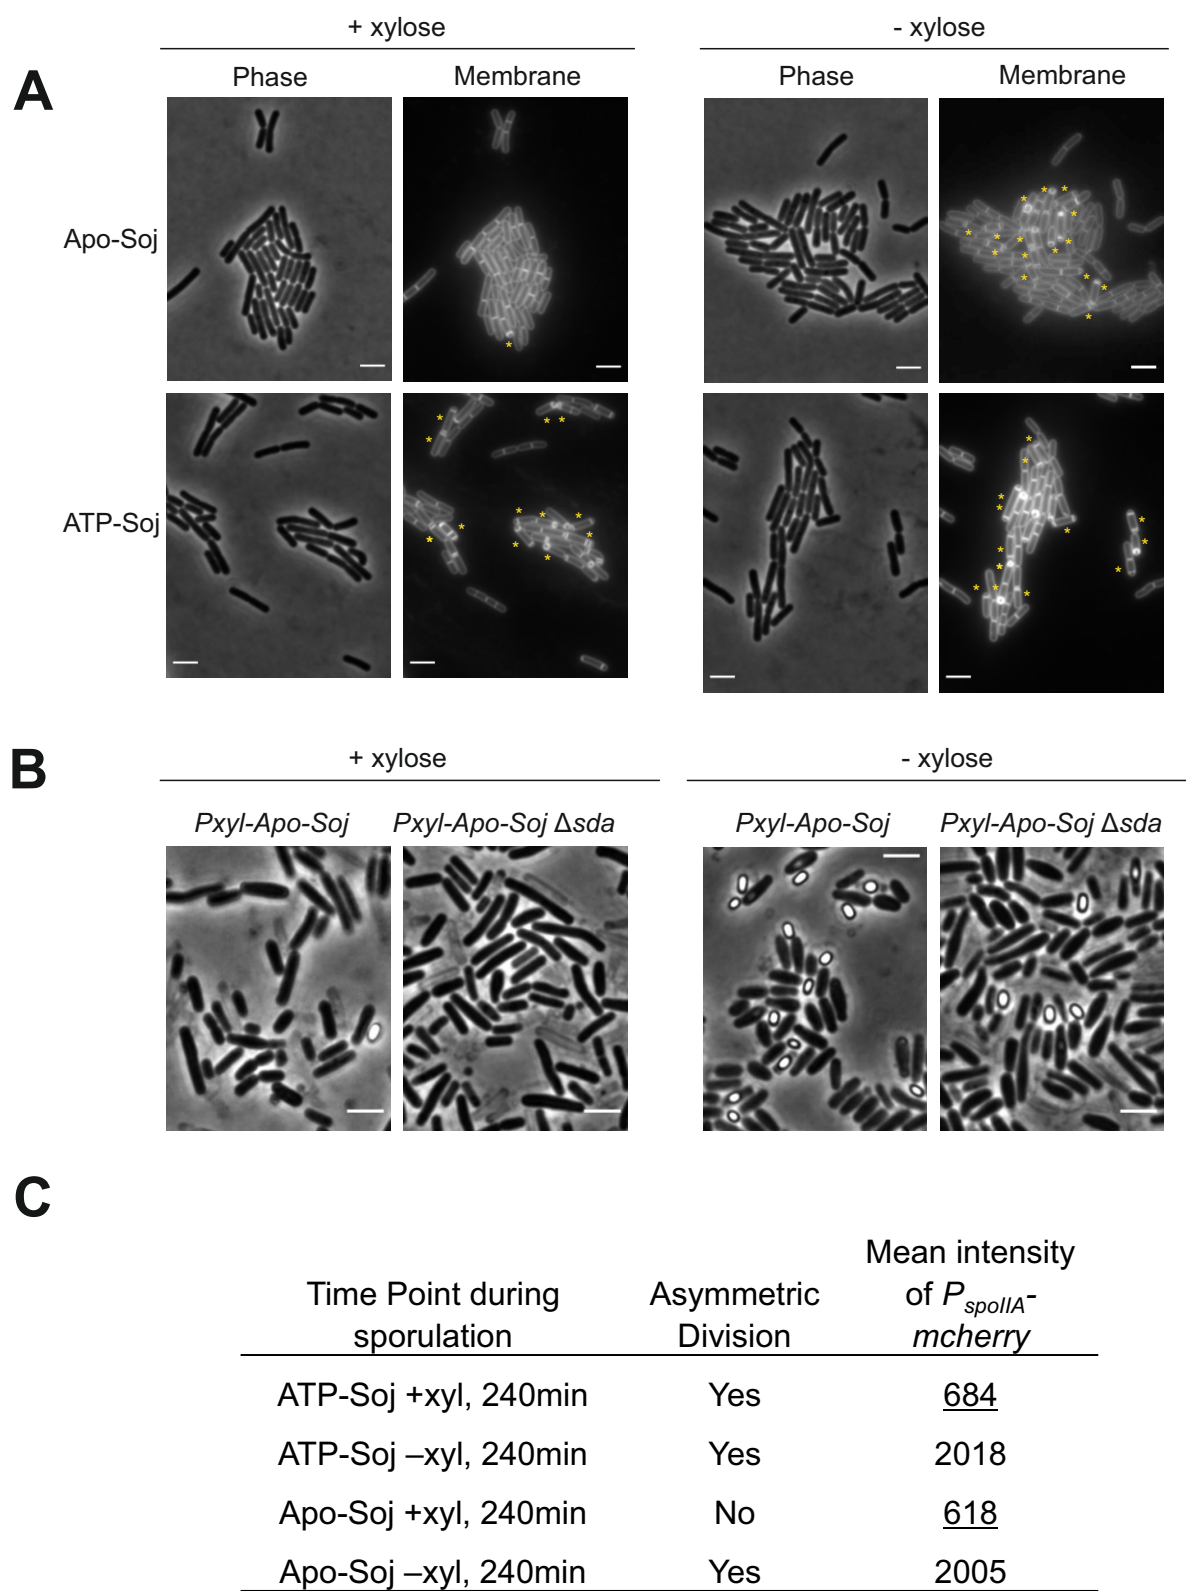

**Fig. S5. The Apo-Soj monomer is dominant negative over wild type.** (A) Representative images showing cells in which Apo-Soj (top panels) and ATP-Soj (bottom panels) were either overexpressed (+ xylose) or not (- xylose) 100 mins after re-suspension in sporulation salts. For + xylose, 0.5 % xylose was added 15 mins prior to (and during) re-suspension in sporulation salts. Membranes were visualised using FM5-95. Yellow asterisks show examples of cells containing asymmetric septa. Scale bar = 3  $\mu$ m. (B) Representative images of cells showing the dominant negative effect is not lost in  $\Delta sda$ . + xylose = 0.5 % xylose in plates; - xylose = no induction. Scale bar = 3  $\mu$ m. (C) Representative fluorescence intensities showing the induction of a *P<sub>spolIA</sub>-mcherry*. + xyl = addition of 0.5 % xylose to culture 15 mins prior to (and during) re-suspension in sporulation salts. - xyl = no induction. Strains used: DMR350, DMR354, DMR369, DMR413, DMR434.

**Fig. S6****A**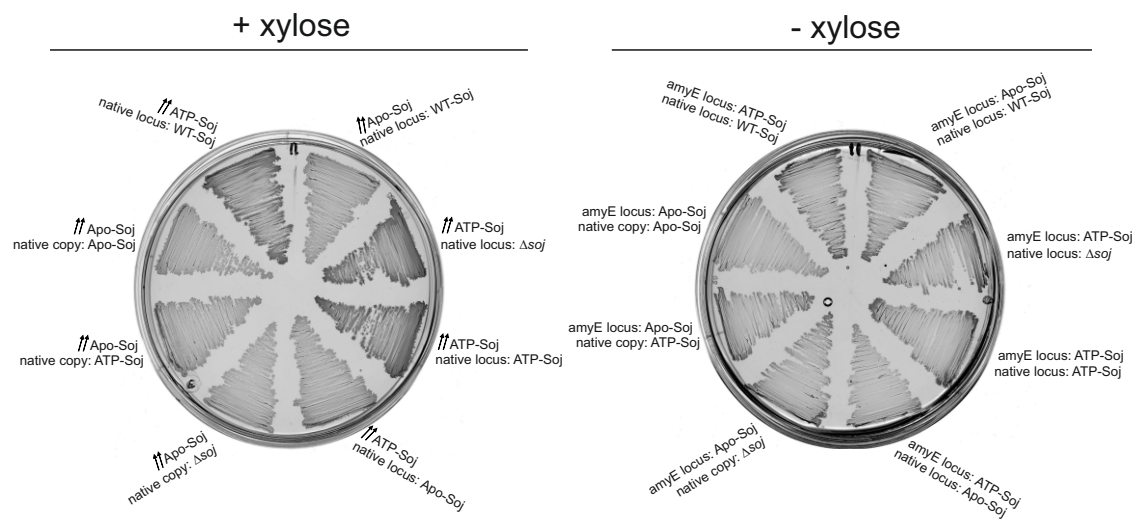**B**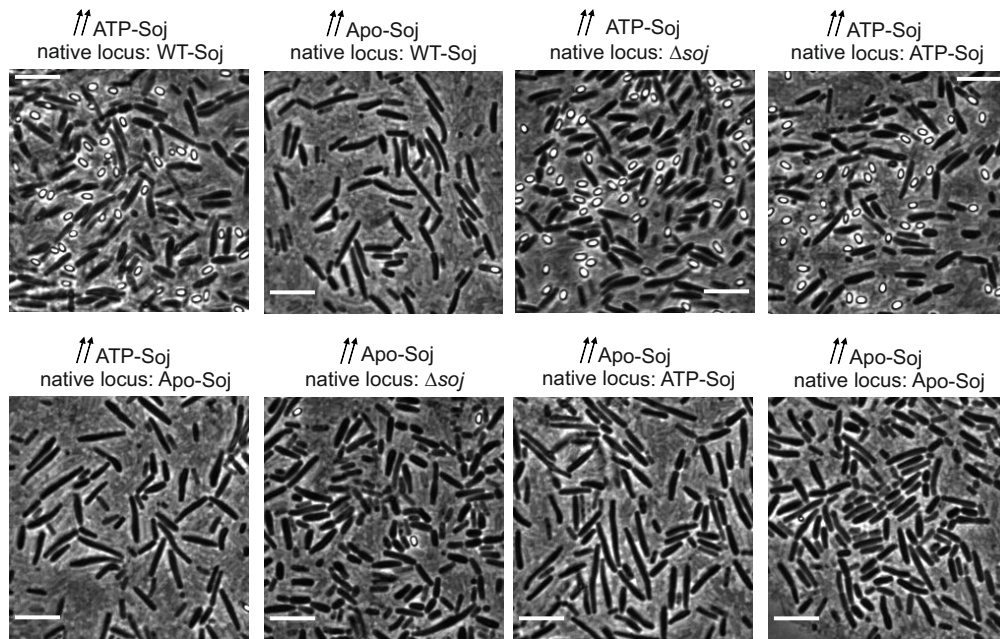**C**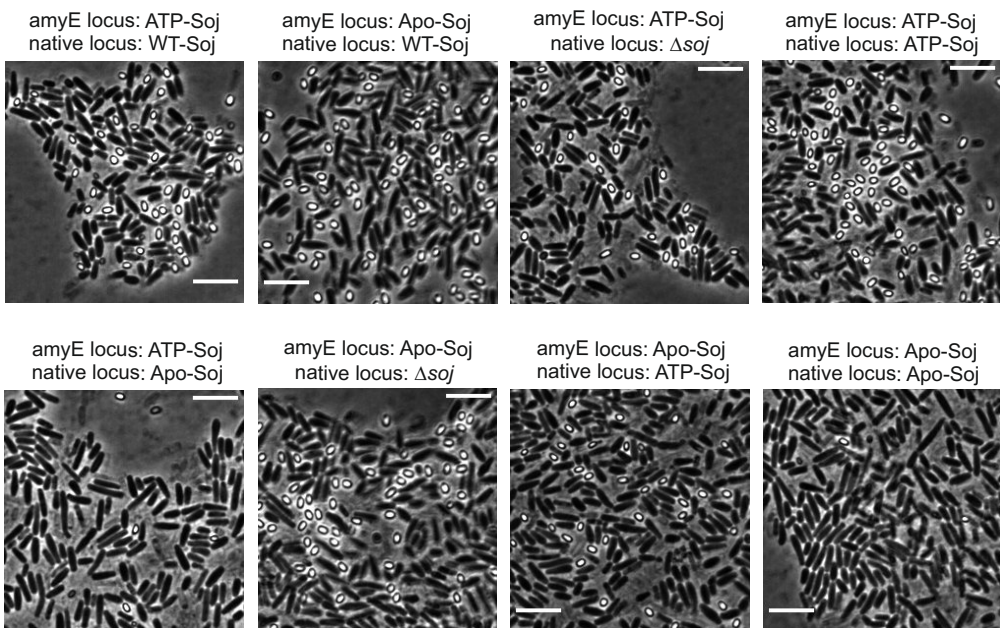

**Fig. S6. Apo-Soj is dominant to wild type and ATP-Soj.** (A) Nutrient agar plates +/- 0.5 % xylose to induce overexpression (indicated by double up arrows) of ATP-Soj or Apo-Soj at the non-essential amyE locus. The native locus contained either wild type, ATP-Soj, Apo-Soj or  $\Delta soj$ . Phase images of cells from: (B) +xylose or (C) -xylose plates from A, showing the presence or absence of phase bright spores in each condition. Scale bar = 3  $\mu$ m. Strains used: DMR369, DMR413, DMR473, DMR474, DMR475, DMR476, DMR477, DMR478.

Fig. S7

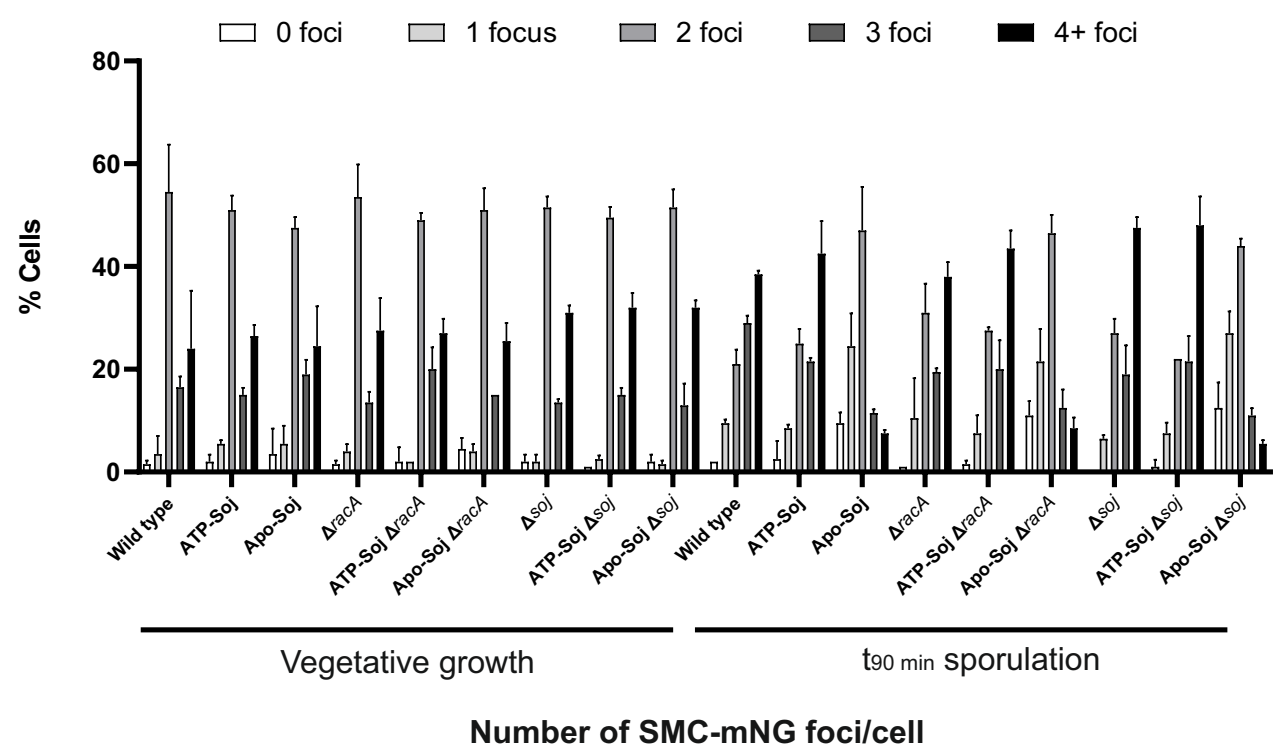

**Fig. S7. SMC redistribution is not affected by deletion of native *racA* or *soj*.** Bar chart showing the number of SMC-mNG foci detected per cell in each mutant at each time point. At least 100 cells were counted per repeat (n=2), with mean scores shown. Error bars show the standard deviations. Strains used: DMR312, DMR314, DMR363, DMR457, DMR459, DMR461, DMR464, DMR466, DMR468.

**Fig. S8**

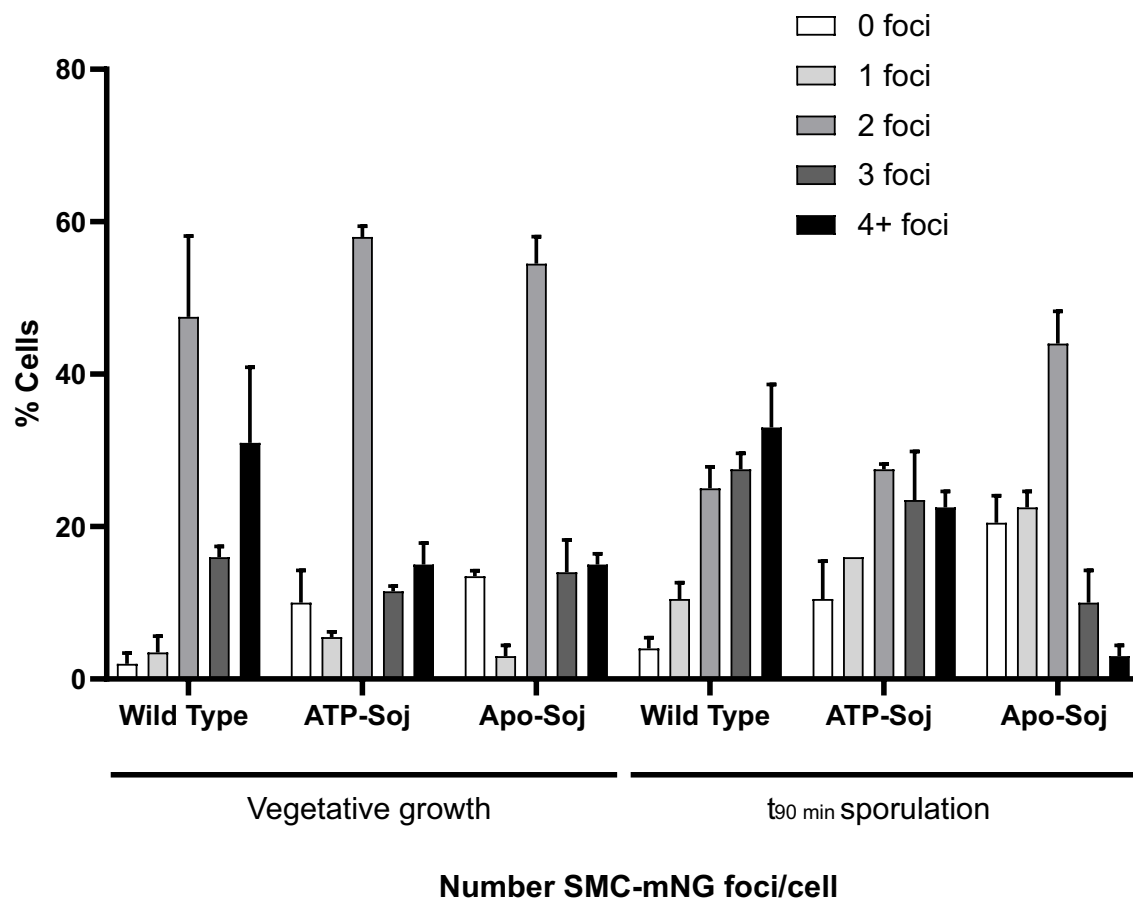

**Fig. S8. SMC complex distribution is altered during sporulation.** Bar chart showing the number of SMC-mNG foci per cell in wild type, ATP-Soj and Apo-Soj mutants expressed as single copies from their native locus. At least 100 cells were counted for each time point (n = 2) and average values are shown. Error bars show standard deviations. Strains used: DMR363, DMR375, DMR377.

**Fig. S9**

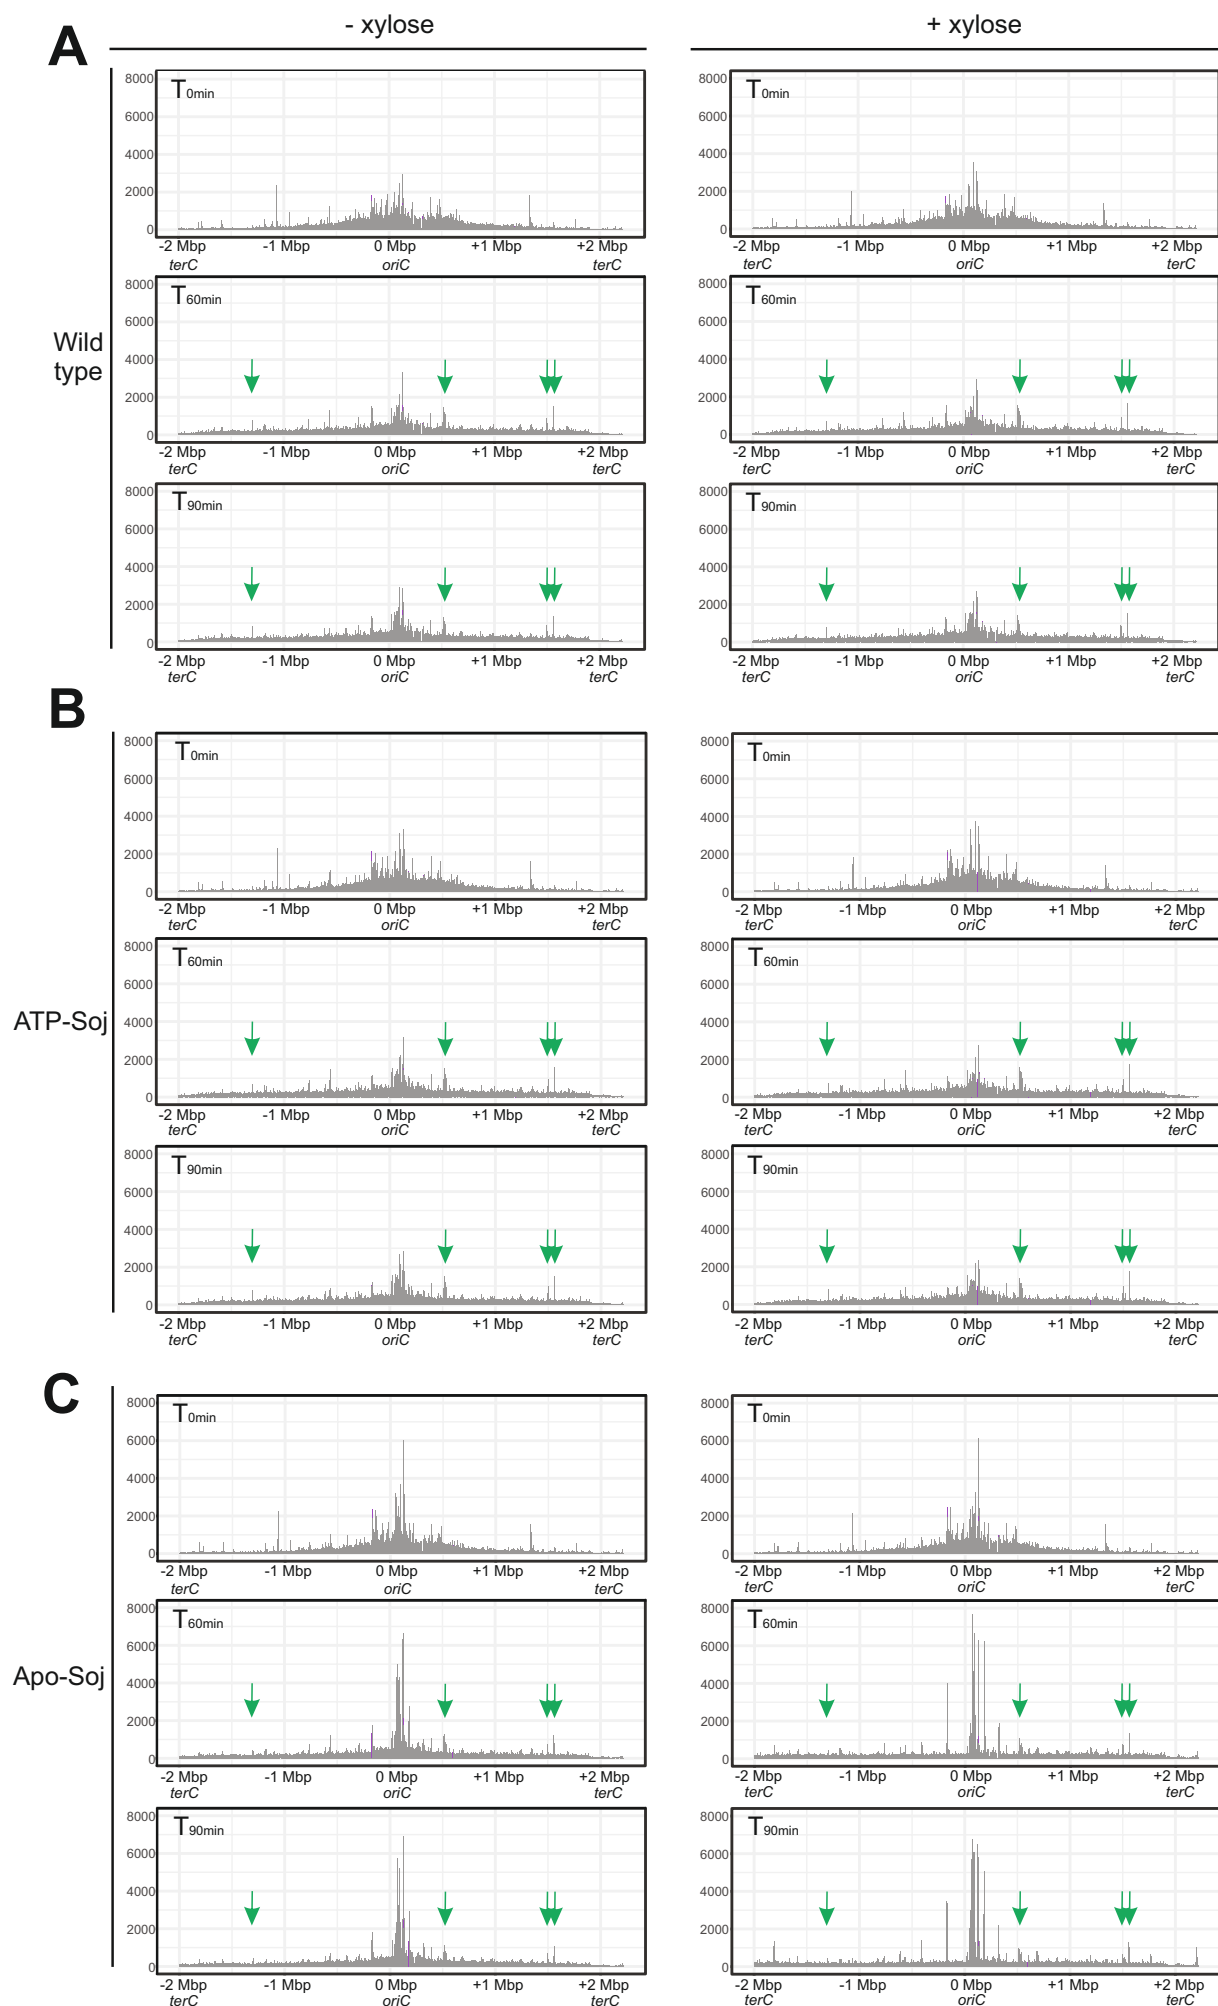

**Fig. S9. Whole genome anti-ScpB ChIP-Seq plots during early sporulation.** Whole genome ChIP-Seq plots for (A) wild type; (B) ATP-Soj; (C) Apo-Soj. Cells were sporulated in the presence (+ xylose) or absence (- xylose) of 0.5 % xylose. T = minutes after re-suspension in sporulation salts. Green arrows = peaks specific to sporulation in all conditions. Purple lines = *parS* sites. Plots show reads per million. Strains used: DMR363, DMR312, DMR314.

**Fig. S10**

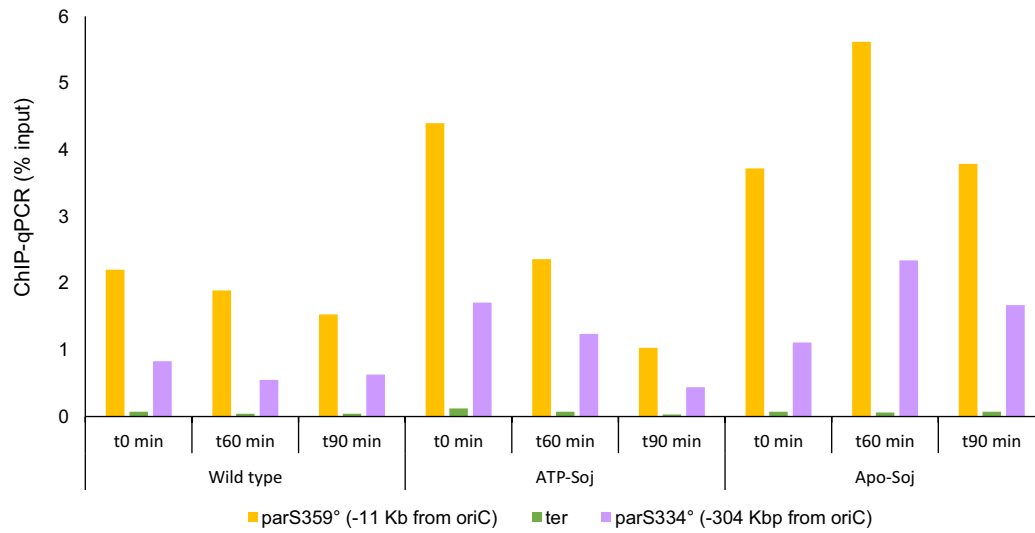

**Fig. S10. ChIP-qPCR reveals enrichment of SMC at *parS* sites during sporulation in Apo-Soj.** Graph showing  $\alpha$ -scpB ChIP-qPCR in wild type (DMR363), ATP-Soj (DMR312) and Apo-Soj (DMR314), at three genomic locations: the *parS* site at 359° (*parS359°*; yellow bars), the terminus (*ter*; green bars), and the *parS* site at 334° (*parS334°*; purple bars). The time during sporulation the samples were taken is given in minutes.

**Fig. S11**

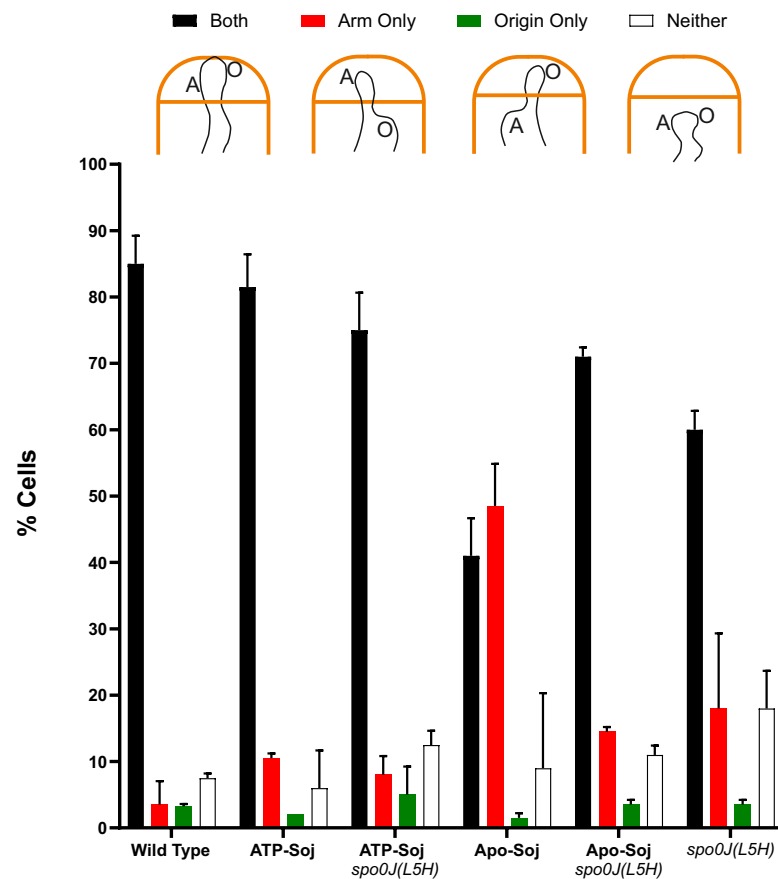

**Fig. S11. Interaction between Soj and Spo0J is critical for Soj-mediated chromosome trapping.**

Chromosome trapping assay to assess prespore localisation of arm or origin localised fluorescent markers. n=2, at least 100 cells were counted per strain. Strains used: DMR178, DMR179, DMR181, DMR184, DMR185, TK230.

**Table S1. Strains used in this study.**

All strains are derivatives of 168CA, unless stated otherwise.

| <b>Strain</b> | <b>Genotype</b>                                                                                                    | <b>Source</b> |
|---------------|--------------------------------------------------------------------------------------------------------------------|---------------|
| 168CA         | <i>trpC2</i>                                                                                                       | (1)           |
| 168ED         | <i>trpC2</i>                                                                                                       | (2)           |
| DMR109        | <i>trpC2 Δ(soj spo0J)::tet</i>                                                                                     | This study.   |
| DMR119        | <i>trpC2 ΔracA::erm</i>                                                                                            | (3)           |
| DMR178        | <i>trpC2 spoIIIE36::cat yycR::(PspollQ-yfp (-7) spc) ywjl::(PspollQ-cfp (-35) erm)</i>                             | (3)           |
| DMR179        | <i>trpC2 (soj(G12V))::neo spoIIIE36::cat yycR::(PspollQ-yfp spc) ywjl::(PspollQ-cfp (-35) erm)</i>                 | This study.   |
| DMR181        | <i>trpC2 (soj(K16A))::neo spoIIIE36::cat yycR::(PspollQ-yfp (-7) spc) ywjl::(PspollQ-cfp (-35) erm)</i>            | This study.   |
| DMR184        | <i>trpC2 (soj(K16A) spo0J(L5H))::neo spoIIIE36::cat yycR::(PspollQ-yfp spc) ywjl::(PspollQ-cfp erm)</i>            | This study.   |
| DMR185        | <i>trpC2 (soj(G12V) spo0J(L5H))::neo spoIIIE36::cat yycR::(PspollQ-yfp spc) ywjl::(PspollQ-cfp erm)</i>            | This study.   |
| DMR190        | <i>trpC2 spoIIIE36::cat yycR::(PspollQ-yfp (-7) spc) ywjl::(PspollQ-cfp (-35) erm) ΔracA::tet</i>                  | This study.   |
| DMR191        | <i>trpC2 (soj(G12V))::neo spoIIIE36::cat yycR::(PspollQ-yfp spc) ywjl::(PspollQ-cfp (-35) erm) ΔracA::tet</i>      | This study.   |
| DMR192        | <i>trpC2 (soj(K16A))::neo spoIIIE36::cat yycR::(PspollQ-yfp (-7) spc) ywjl::(PspollQ-cfp (-35) erm) ΔracA::tet</i> | This study.   |
| DMR206        | <i>trpC2 mNeonGreen-soj::neo</i>                                                                                   | This study.   |
| DMR208        | <i>trpC2 mNeonGreen-soj(G12V)::neo</i>                                                                             | This study.   |
| DMR210        | <i>trpC2 mNeonGreen-soj(K16A)::neo</i>                                                                             | This study.   |
| DMR236        | <i>ΔracA::zeo</i>                                                                                                  | This study.   |
| DMR256        | <i>trpC2 amyE::(spc Pxyl-sojG12V)</i>                                                                              | This study.   |
| DMR258        | <i>trpC2 amyE::(spc Pxyl-sojK16A)</i>                                                                              | This study.   |
| DMR267        | <i>trpC2 amyE::(spc Pxyl-sojG12V) ΔracA::erm</i>                                                                   | This study.   |
| DMR270        | <i>trpC2 amyE::(spc Pxyl-sojK16A) ΔracA::erm</i>                                                                   | This study.   |
| DMR308        | <i>trpC2 smc-mNeonGreen::erm amyE::(spc Pxyl-sojG12V)</i>                                                          | This study.   |
| DMR310        | <i>trpC2 smc-mNeonGreen::erm amyE::(spc Pxyl-sojK16A)</i>                                                          | This study.   |
| DMR312        | <i>trpC2 smc-mNeonGreen::erm amyE::(spc Pxyl-sojG12V) dnaA(V323D)::cat</i>                                         | This study.   |
| DMR314        | <i>trpC2 smc-mNeonGreen::erm amyE::(spc Pxyl-sojK16A) dnaA(V323D)::cat</i>                                         | This study.   |
| DMR316        | <i>trpC2 sacA::(PspollA-mcherry kan)</i>                                                                           | This study.   |
| DMR317        | <i>trpC2 soj(G12V)::neo</i>                                                                                        | (4)           |
| DMR318        | <i>trpC2 soj(K16A)::neo</i>                                                                                        | (4)           |
| DMR337        | <i>trpC2 mNG-soj::neo aprE::(Pspac-divIVA-mscarlet-I cat)</i>                                                      | This study    |

|        |                                                                                                         |             |
|--------|---------------------------------------------------------------------------------------------------------|-------------|
| DMR339 | <i>trpC2 mNG-soj(G12V)::neo<br/>aprE::(Pspac-divIVA-mscarlet-I cat)</i>                                 | This study. |
| DMR341 | <i>trpC2 mNG-soj(K16A)::neo<br/>aprE::(Pspac-divIVA-mscarlet-I cat)</i>                                 | This study. |
| DMR346 | <i>trpC2 ΔracA::erm<br/>amyE::(spc Pxyl-sojG12V)<br/>sacA::(PspolIIA-mcherry kan)</i>                   | This study. |
| DMR350 | <i>trpC2 ΔracA::erm<br/>amyE::(spc Pxyl-sojK16A)<br/>sacA::(PspolIIA-mcherry kan)</i>                   | This study. |
| DMR354 | <i>trpC2 ΔracA::erm amyE::(spc Pxyl-<br/>sojG12V) dnaA(V323D)::cat<br/>sacA::(PspolIIA-mcherry kan)</i> | This study. |
| DMR363 | <i>trpC2 smc-mNeonGreen::erm</i>                                                                        | This study. |
| DMR369 | <i>trpC2 ΔracA::erm<br/>amyE::(spc Pxyl-sojG12V)<br/>dnaA(V323D)::cat</i>                               | This study. |
| DMR375 | <i>trpC2 soj(G12V)::neo<br/>smc-mNeonGreen::erm</i>                                                     | This study. |
| DMR377 | <i>trpC2 soj(K16A)::neo<br/>smc-mNeonGreen::erm</i>                                                     | This study. |
| DMR413 | <i>trpC2 ΔracA::erm<br/>amyE::(spc Pxyl-sojK16A)<br/>dnaA(V323D)::cat</i>                               | This study. |
| DMR434 | <i>trpC2 ΔracA::erm<br/>amyE::(spc Pxyl-sojK16A)<br/>dnaA(V323D)::cat Δsda::tet</i>                     | This study. |
| DMR447 | <i>trpC2 (mNeonGreen-soj Δspo0J)::spc</i>                                                               | This study. |
| DMR449 | <i>trpC2<br/>(mNeonGreen-soj(G12V) Δspo0J)::spc</i>                                                     | This study. |
| DMR456 | <i>trpC2<br/>(mNeonGreen-soj(K16A) Δspo0J)::spc</i>                                                     | This study. |
| DMR457 | <i>trpC2 smc-mNG::erm ΔracA::tet</i>                                                                    | This study. |
| DMR459 | <i>trpC2 smc-mNeonGreen::erm<br/>amyE::(spc Pxyl-sojG12V)<br/>dnaA(V323D)::cat ΔracA::tet</i>           | This study. |
| DMR461 | <i>trpC2 smc-mNeonGreen::erm<br/>amyE::(spc Pxyl-sojK16A)<br/>dnaA(V323D)::cat ΔracA::tet</i>           | This study. |
| DMR464 | <i>trpC2 smc-mNG::erm Δsoj::neo</i>                                                                     | This study. |
| DMR466 | <i>trpC2 smc-mNeonGreen::erm<br/>amyE::(spc Pxyl-sojG12V)<br/>dnaA(V323D)::cat Δsoj::neo</i>            | This study. |
| DMR468 | <i>trpC2 smc-mNeonGreen::erm<br/>amyE::(spc Pxyl-sojK16A)<br/>dnaA(V323D)::cat Δsoj::neo</i>            | This study. |
| DMR473 | <i>trpC2 ΔracA::erm amyE::(spc Pxyl-<br/>sojG12V) dnaA(V323D)::cat Δsoj::neo</i>                        | This study  |
| DMR474 | <i>trpC2 ΔracA::erm amyE::(spc Pxyl-<br/>sojG12V) dnaA(V323D)::cat<br/>soj(G12V)::neo</i>               | This study. |
| DMR475 | <i>trpC2 ΔracA::erm amyE::(spc Pxyl-<br/>sojG12V) dnaA(V323D)::cat<br/>soj(K16A)::neo</i>               | This study. |
| DMR476 | <i>trpC2 ΔracA::erm amyE::(spc Pxyl-<br/>sojK16A) dnaA(V323D)::cat Δsoj::neo</i>                        | This study. |
| DMR477 | <i>trpC2 ΔracA::erm amyE::(spc Pxyl-<br/>sojK16A) dnaA(V323D)::cat<br/>soj(G12V)::neo</i>               | This study. |

|        |                                                                                             |             |
|--------|---------------------------------------------------------------------------------------------|-------------|
| DMR478 | <i>trpC2 ΔracA::erm amyE::(spc Pxyl-sojK16A) dnaA(V323D)::cat soj(K16A)::neo</i>            | This study. |
| HM531  | <i>trpC2 dnaA(V323D)::cat</i> (168ED)                                                       | This study. |
| HM908  | <i>trpC2 Δsda::tet</i>                                                                      | This study. |
| TK110  | <i>ΔracA::tet</i>                                                                           | (3).        |
| TK230  | <i>spo0J(L5H) spoIIIE36::cat yycR::(PspolIQ-yfp (-7) spc) ywjI::(PspolIQ-cfp (-35) erm)</i> | This study. |
| TK421  | <i>trpC2 (soj(K16A) spo0J(L5H))::neo</i>                                                    | This study. |
| TK422  | <i>trpC2 (soj(G12V) spo0J(L5H))::neo</i>                                                    | This study. |

1. Kunst F, *et al.* (1997) The complete genome sequence of the gram-positive bacterium *Bacillus subtilis*. *Nature* 390(6657):249-256.
2. Kobayashi K, *et al.* (2003) Essential *Bacillus subtilis* genes. *Proc Natl Acad Sci U S A* 100(8):4678-4683.
3. Kloosterman TG, *et al.* (2016) Complex polar machinery required for proper chromosome segregation in vegetative and sporulating cells of *Bacillus subtilis*. *Mol. Microbiol.* 101(2):333-350.
4. Murray H & Errington J (2008) Dynamic control of the DNA replication initiation protein DnaA by Soj/ParA. *Cell* 135(1):74-84.

**Table S2. Plasmids used in this study.**

MCS = multi-cloning site. Descriptions denote the genotype upon transformation into *B. subtilis*.

| Plasmid | Description                              | Source     |
|---------|------------------------------------------|------------|
| p7Z6    | <i>zeo cat</i>                           | (1)        |
| pJG23   | <i>aprE::(Pspac-divIVA-mScarlet cat)</i> | This study |

1. Yan X, Yu HJ, Hong Q, & Li SP (2008) Cre/lox system and PCR-based genome engineering in *Bacillus subtilis*. *Appl. Environ. Microbiol.* 74(17):5556-5562.

**Table S3. Oligonucleotides used in this study.**

| <b>Primer</b> | <b>Sequence (5' → 3')</b>                                     |
|---------------|---------------------------------------------------------------|
| oDMR194       | TCAATTATTTCCCTTCTGATTCCG                                      |
| oDMR195       | TTCAGCTTGCAGGGGCTGAGATCG                                      |
| oDMR196       | GAAGGTGTATTGCTGACAATGC                                        |
| oDMR197       | AACCCGTTGCAAAGGCTCACTGGGC                                     |
| oDMR225       | CCGCTTCTGTGGCGTTAATCG                                         |
| oDMR227       | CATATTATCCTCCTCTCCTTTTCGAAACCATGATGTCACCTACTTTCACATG          |
| oDMR229       | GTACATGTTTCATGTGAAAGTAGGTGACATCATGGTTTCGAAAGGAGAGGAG          |
| oDMR231       | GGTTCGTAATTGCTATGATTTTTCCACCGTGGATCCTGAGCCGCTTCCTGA           |
| oDMR232       | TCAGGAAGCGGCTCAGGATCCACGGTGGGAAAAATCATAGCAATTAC               |
| oDMR233       | CTTGATCATGATCGAGGCAATGG                                       |
| oDMR245       | GTGCGGATACGTTTCAGAGCGGTCACCAG                                 |
| oDMR246       | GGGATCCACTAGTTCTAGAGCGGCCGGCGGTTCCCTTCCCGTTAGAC               |
| oDMR247       | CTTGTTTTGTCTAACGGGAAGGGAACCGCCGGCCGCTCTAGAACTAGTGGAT<br>CC    |
| oDMR248       | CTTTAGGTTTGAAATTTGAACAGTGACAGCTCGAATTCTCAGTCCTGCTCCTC<br>GGCC |
| oDMR249       | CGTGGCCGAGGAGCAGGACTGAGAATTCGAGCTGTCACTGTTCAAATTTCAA<br>ACC   |
| oDMR250       | CAAGCGGTACTTGATGCAATGTGGACACC                                 |
| oDMR253       | GACTTATTACAGATATCACACCGCC                                     |
| oDMR260       | CTTTGCTGCGTTTACGGTTATTCGGTTGG                                 |
| oDMR261       | CTACAAGCTGATCGGTCAGAACATCG                                    |
| oDMR262       | CGGCTATGAGTGAAGGAGATTTGACG                                    |
| oDMR263       | ATGACGTCTTGGCCTACAGC                                          |
| oDMR277       | GGGGCATGTTTGGCTTACATAG                                        |
| oDMR279       | TAATGTGTACGAATGGTAAGC                                         |
| oDMR280       | GGCTGTTCAATAGTGACG                                            |
| oDMR281       | GGCTGGAGTCCAGATACTTG                                          |
| oDMR282       | CGCGAATCAAATCGACAGC                                           |
| oJWG001       | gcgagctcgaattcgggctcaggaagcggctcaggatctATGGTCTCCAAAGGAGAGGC   |
| oJWG002       | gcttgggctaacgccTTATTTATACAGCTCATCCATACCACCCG                  |

|         |                                                      |
|---------|------------------------------------------------------|
| oJWG005 | ggcgtagcccaagcgcatc                                  |
| oJWG006 | cgaattcgagctcgccggg                                  |
| oJWG007 | ggatccccgggcgagctcg                                  |
| oJWG039 | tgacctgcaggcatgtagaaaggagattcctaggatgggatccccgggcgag |
| oJWG040 | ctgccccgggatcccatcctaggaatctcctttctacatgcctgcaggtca  |
| oJWG041 | catgcctgcaggtcaattgtgagcg                            |
| oJWG051 | ggctcaggaagcggctcagg                                 |
| oJWG052 | cctaggaatctcctttctacatgcctgcag                       |
| oJWG071 | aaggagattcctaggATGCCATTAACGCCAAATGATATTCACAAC        |
| oJWG072 | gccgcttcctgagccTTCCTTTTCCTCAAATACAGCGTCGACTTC        |

How the deposited data were processed for this re-analysis (not part of the article)

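SMC complexes were measured by ChIP-Seq with an antibody against ScpB in 21 libraries of *B. subtilis*. Of these, 3 come from the wild type, ATP-Soj and Apo-Soj strains 3 h after resuspension. The other 18 come from a time course of 3 strains, with and without 0.5% xylose, at 0, 60 and 90 min. Each condition and time has 1 library. The paper's statistics section gives a minimum number of biological replicates for all experiments, but the deposited columns hold 1 library each and do not say whether replicates were pooled. There is no input or whole-cell extract library, and the paper's text names no normalization to one.

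The deposited values are the authors' signal, the reads that overlap each 1-kb bin scaled to the size of the library (reads per M reads, with M for mega). They used bowtie2 in its very sensitive local mode on the reference genome of strain 168, and SeqMonk. The paper's text gives no versions of these tools. The unit was checked on the values. All values of a library are whole multiples of 1 step, within 0.05 of a whole number (100% of values), and the step gives the number of reads. The values of a library sum to more than its number of reads, as a read that overlaps more than 1 bin is counted in each. The excess corresponds to a mean length per read of 593 bp at 3 h and 197 bp in the time course, so the counted lengths differed between the experiments, and their signals were not compared with each other.

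The number of reads was 3.97 M (wild type), 4.66 M (ATP-Soj) and 3.54 M (Apo-Soj) at 3 h. In the time course it was 5.44 M for the uninduced wild type at 0 min and 12.3 to 16.3 M for the other libraries, with a median of 14.0 M over all 18. The median bin held 1221 to 1763 reads at 3 h and 956 to 3865 in the time course. Intervals at 95% were exact Clopper-Pearson for shares, exact conditional binomial for ratios of windows or bins, and from 200 Poisson redraws of the reads for medians over bins and slopes. They cover counting error only and are slightly too narrow, because a read that overlaps more than 1 bin is counted more than once. An interval from redraws can miss the value itself, since redrawing adds noise to a median, and no such interval is printed.

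The annotation columns of the deposited tables are empty, and the bins do not start at the first base of the reference. The bins were placed by the shift at which the signal was lowest at the 30 rRNA genes relative to their surroundings. It was 2136770 bp for both experiments on a chromosome of 4215606 bp, with a correlation of 0.759 in the time course and 0.897 at 3 h. Bins with a signal under 10% of the library's median in any library of an experiment were left out, 93 of 4216 in the time course and 34 at 3 h.

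For the *parS* sites, the mean signal of bins within 5 kb was used. Only *parS359* (-11 kb) and *parS334* (near position 3911606) could be placed, because no genome sequence was at hand to search for the others. Their ratios to the wild type were set against 10000 random sets of windows. Each set was drawn from the 50 windows nearest to each site in mean signal over all libraries of the experiment. These windows can hold *parS* sites that could not be placed. The *oriC* region is the 100 kb on either side of *oriC*, the arms are the bins from 0.1 to 1.0 Mb outside 10 kb of the *parS* sites, and the terminus is the bins beyond 1.9 Mb. Gradients are least-squares slopes of the log2 median of 50-kb windows from 0.2 to 1.8 Mb. Regions of enrichment during sporulation are bins over 4 times their signal at 0 min at both 60 and 90 min that reach 2 times the median of the bins within 25 kb, merged across gaps of up to 2 kb. No pseudocount was used.

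The genes to be named were set by a rule before the data were examined, when Table 1 and the figures of the paper had been seen. They are the operons of Table 1, the genes and insertion sites the paper names, up to 6 more regions over 4 times in all 6 conditions, and the genes under the 3 highest bins of the Apo-Soj to wild type ratio on each arm more than 1 Mb from *oriC*. The rule asked for gene names only if a reference placed them. A gene table of the same genome build was available, and names were taken from it. It lists *soj* as *parA* and *spo0J* as *parB*, and does not list *ywjI*.

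With 1 library per condition, no test was run and no p-value is given. The difference between the wild type with and without xylose serves as the measure of how far libraries differ without an inducible *soj*. Both come from 1 culture split at resuspension, so it does not measure the variation between separately grown cultures. The alternatives tried were other windows and distances, smoothing over 21 bins, rescaling of the libraries, a pseudocount of 10, no bin left out, the wild type without xylose as the reference, uninduced libraries, and other criteria for regions and slopes. The placement of the bins, the ratios, the slopes and the regions were also tested on simulated data, with 4216 bins and 12 M reads per library. A simulated *parS* ratio of 2.5 was recovered as 2.51, an arm ratio of 0.7 as 0.699, a slope of -0.8 as -0.80, and a terminus ratio of 2 as 2.00. All 15 simulated regions above the criteria were found, with 0 others, while 15 weaker ones were left out. The slope simulated was -0.8 log2 per Mb. In the data the slopes ranged from -2.40 to -2.23 at 0 min. They ranged from -0.86 to -0.25 at 60 min and from -0.97 to -0.40 at 90 min. The simulation therefore cannot tell how many regions such a change of slope between times would add, and the 0 others do not cover that case. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The microscopy and the ChIP-qPCR of the paper have no deposited data here and were left out.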

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

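The terminus ratios with xylose and between uninduced libraries were planned, while the tests of explanations that use them, and the other tests in this part, were chosen after the results were seen.

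With xylose, the signal beyond 1.9 Mb from *oriC* was higher in Apo-Soj than in the wild type, with a median ratio of 2.08 at 60 min and 2.50 at 90 min. It is listed here because the paper discusses the terminus from ChIP-qPCR and not from these profiles, and the ratio exceeded that of the wild type with xylose to the wild type without, which comes from 1 split culture. Limits given below are over 60 and 90 min. Several technical explanations are argued against by the tables. If the scaling to library size were the cause, the terminus and the arms would rise alike, but the terminus ratio divided by the arm ratio was at least 2.67. Counting noise leaves the lower end of the interval at 2.06 or above. ATP-Soj shares the *dnaA(V323D)* mutation and the insertion at *amyE*, and its terminus ratio was at most 1.04. The uninduced Apo-Soj strain had a ratio of at most 1.16 to the uninduced wild type at these times, and 1.20 at 0 min. Xylose in the wild type gave at most 0.975 at these times, and 1.08 at 0 min. Extra copies of a stretch on 1 side of the terminus would leave the other side unchanged, but the lowest ratio over both sides and times was 2.00. The DNA content of the cells cannot be told apart from SMC binding, because the deposited data hold 0 input libraries, and a lower ratio of origins to termini in induced Apo-Soj may add to the pattern. Variation between separately grown cultures is argued against as the whole cause, because within the split Apo-Soj culture the part with xylose was at least 1.78 times the part without, while ATP-Soj gave 0.901 and 1.02 in the same comparison. Variation that arose after the split stays open, with 1 library per condition and time. An effect of induced Apo-Soj on SMC near the terminus, the biological explanation the design offers, stays open as well and was not tested apart from these. The paper's ChIP-qPCR in the same strains showed no clear enrichment of SMC at a terminus site in the mutants. That result speaks against such an effect at that site, but it does not cover the rest of the region.

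Without xylose, the signal around *parS359* was 2.20 times that of the wild type in Apo-Soj at 60 min and 2.45 times at 90 min. It is listed here because the paper compares the induced cultures with the wild type, and the signal in these uninduced cultures was also above the wild type. If the libraries with and without xylose had been exchanged, the other Apo-Soj library would be near the wild type, but its ratio to the uninduced wild type was at least 2.05. The background shared with ATP-Soj is argued against by the uninduced ATP-Soj ratio, at most 0.978 at 60 and 90 min, although it was 1.096 at 0 min. Divided by the arm ratio of the same libraries, the ratio at 60 and 90 min was still at least 2.40, which argues against the scaling, and the lower end of the counting interval was at least 2.19. Expression of Apo-Soj from its promoter without xylose may explain the pattern. The paper reports impaired sporulation with Apo-Soj under the xylose promoter even when no xylose was added, in other strains that also lack *racA*. This goes with such expression, but in the strain used here it cannot be told apart from another difference of the strain. The libraries hold no measure of the Soj protein. At 0 min the ratio was already 1.62 in the culture without xylose and 1.56 in the culture with it, which either would give. The libraries with xylose at 0 min may not be unexposed to it, since their signal at *xylA* and *xylB* relative to the neighbouring bins was already 1.38 to 1.61 times that of their partners. With 1 culture per condition, variation between cultures stays open too.

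Between the cultures with and without xylose, the signal around *parS334* differed in opposite directions in the mutants. The ratio of the culture with xylose to the culture without was 1.64 at 60 min and 1.39 at 90 min in Apo-Soj, and 0.880 at 60 min and 0.810 at 90 min in ATP-Soj. It is listed here because the groups moved in opposite directions under the same contrast, and the difference itself was not tested, since each group has 1 library per time. Around *parS359* the mean signal within 5 kb was lower with xylose in both mutants. The ratios were 0.933 and 0.860 in Apo-Soj and 0.883 and 0.875 in ATP-Soj. In the wild type they were 0.910 and 0.961. The highest bin of this window was instead higher with xylose in Apo-Soj. It was 11690 against 10247 at 60 min and 10643 against 10098 at 90 min. In ATP-Soj it was 2744 against 3169 and 2373 against 2834, and in the wild type 2939 against 3302 and 2709 against 2815. For the mean within 5 kb, the opposite directions were thus seen at 1 of the 2 placed sites. For the highest bin they were also seen at *parS359*. The highest bin at *parS334* was 4022 against 1740 and 3462 against 1823 in Apo-Soj. In ATP-Soj it was 1126 against 1133 at 60 min and 917 against 1193 at 90 min. By this measure ATP-Soj thus hardly differed at *parS334* at 60 min. No other window was run for this contrast. The limits that follow are over 60 and 90 min. Counting noise in ATP-Soj leaves the upper end of the interval at 0.887 or below. After division by the arm ratio of the same libraries the ATP-Soj ratio was at most 0.868 and the Apo-Soj ratio at least 1.54, which argues against the scaling. In the wild type, where xylose induces no *soj*, the ratio was at most 1.03, which argues against an effect of xylose itself. These ratios compare the parts of 1 split culture, so variation between separately grown cultures is not part of them. Variation that arose after the split, when the parts were handled independently, cannot be told apart from an effect of the induced proteins, with 1 library per condition and time. An opposite effect of the induced Soj forms on SMC at *parS334* stays open as the biological explanation. At *parS359* the mean and the highest bin differed in direction in Apo-Soj, so the values do not settle whether it extends there.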

How the results depend on the processing

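The alternatives were set before the data were examined, except the smoothing of the highest bin ratios and the terminus ratio with no bin left out, which were chosen after the values were seen. Of 200 values computed under an alternative, 47 stayed within the counting interval of the reported value (for counts of regions and operons, within 1.5 times the reported count), 141 moved out of it, and 12 crossed 1 (or, for a slope, 0) where the interval of the reported value excluded it. The moved values include some of the ATP-Soj terminus ratio at 60 min that lie above 1, since the interval of its reported value contains 1. The counting intervals are narrow because each window holds many reads, so leaving one says little about the spread between cultures, which 1 library per condition cannot give. Pairs of values are for 60 and 90 min. The cause of each change was not tested.

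The *parS* ratios kept their direction in the time course under every alternative run. In the single bin at the placed position of each site they were 3.00 and 3.03 in Apo-Soj and 0.945 and 0.876 in ATP-Soj. The positions come from distances in whole kb, so this bin may not hold the site. Within 2 kb the ratios were 3.15 and 3.12 in Apo-Soj and 0.906 and 0.850 in ATP-Soj. Within 10 kb they were 1.56 and 1.48 in Apo-Soj and 0.852 and 0.841 in ATP-Soj. Rescaling each library to the median of its own bins between 1.0 and 1.5 Mb from *oriC* gave 2.23 and 2.28 in Apo-Soj and 0.810 and 0.794 in ATP-Soj, averaging over 21 neighbouring bins gave 1.56 and 1.47 in Apo-Soj and 0.857 and 0.845 in ATP-Soj, and a pseudocount of 10 gave 2.11 and 2.08 in Apo-Soj and 0.844 and 0.834 in ATP-Soj. Against the wild type without xylose the ratios were 2.05 and 2.04 in Apo-Soj and 0.812 and 0.814 in ATP-Soj, and the uninduced mutants against the uninduced wild type gave 1.72 and 1.94 in Apo-Soj and 0.921 and 0.965 in ATP-Soj. At 3 h the Apo-Soj ratio crossed 1 under a wider window and under smoothing. The values were 0.989 in Apo-Soj and 0.736 in ATP-Soj at 3 h within 10 kb, 0.983 in Apo-Soj and 0.735 in ATP-Soj at 3 h with smoothing, 1.20 in Apo-Soj and 0.810 in ATP-Soj at 3 h in the single bin, 1.19 in Apo-Soj and 0.778 in ATP-Soj at 3 h within 2 kb, and 1.12 in Apo-Soj and 0.656 in ATP-Soj at 3 h with the libraries rescaled. The alternative with all *parS* matches on the chromosome was not run, since no genome sequence was at hand to find them.

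The share of signal around *oriC*, as a ratio to the wild type, kept its direction throughout. Within 50 kb of *oriC* it was 1.13 in Apo-Soj and 0.673 in ATP-Soj at 3 h, and 1.46 and 1.34 in Apo-Soj and 0.964 and 0.923 in ATP-Soj in the time course. Within 200 kb it was 1.09 in Apo-Soj and 0.770 in ATP-Soj at 3 h, and 1.26 and 1.21 in Apo-Soj and 0.978 and 0.944 in ATP-Soj in the time course. With no bin left out the Apo-Soj ratio at 90 min was 1.50.

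The arm ratio stayed below 1 in Apo-Soj under every alternative run, while in ATP-Soj it lay on either side of 1. It was 0.797 and 0.795 in Apo-Soj and 1.00 and 0.997 in ATP-Soj from 0.2 to 1.0 Mb, 0.914 and 0.884 in Apo-Soj and 1.02 and 1.02 in ATP-Soj from 0.1 to 1.8 Mb, and 0.769 and 0.782 in Apo-Soj and 1.00 and 0.997 in ATP-Soj as a ratio of summed values. Rescaling to the bins between 1.0 and 1.5 Mb gave 0.820 and 0.850 in Apo-Soj and 0.964 and 0.948 in ATP-Soj, and rescaling to the total outside the *oriC* region gave 0.857 and 0.852 in Apo-Soj and 0.996 and 0.980 in ATP-Soj. A pseudocount of 10 gave 0.786 and 0.787 in Apo-Soj and 1.00 and 0.994 in ATP-Soj. Against the wild type without xylose it was 0.792 and 0.796 in Apo-Soj and 1.01 and 1.01 in ATP-Soj, and between uninduced libraries 0.916 and 0.922 in Apo-Soj and 1.00 and 1.01 in ATP-Soj.

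The slope along the arms, in log2 per Mb, changed sign only for Apo-Soj at 60 min. Between 0.2 and 1.0 Mb it was -0.90 and -0.95 in the wild type, -0.78 and -0.82 in ATP-Soj, and 0.0184 and -0.16 in Apo-Soj. Between 0.2 and 2.0 Mb it was -1.06 and -1.07 in the wild type, -1.02 and -1.0 in ATP-Soj, and -0.44 and -0.51 in Apo-Soj. The left arm alone gave -0.79 and -0.83 in the wild type, -0.75 and -0.76 in ATP-Soj, and -0.17 and -0.30 in Apo-Soj. The right arm alone gave -0.73 and -0.79 in the wild type, -0.67 and -0.70 in ATP-Soj, and -0.33 and -0.50 in Apo-Soj. A Theil-Sen slope was -0.67 and -0.71 in the wild type, -0.62 and -0.64 in ATP-Soj, and -0.22 and -0.37 in Apo-Soj. With a pseudocount of 10 the slope was -0.73 and -0.77 in the wild type, -0.68 and -0.70 in ATP-Soj, and -0.24 and -0.38 in Apo-Soj. In each of these settings the Apo-Soj slope was nearer 0 than the wild type slope at the same time.

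The terminus ratio stayed above 1 in Apo-Soj under every alternative run, and in ATP-Soj it lay on either side of 1. It was 1.81 and 1.84 in Apo-Soj and 1.01 and 1.04 in ATP-Soj beyond 1.8 Mb and 2.25 and 2.83 in Apo-Soj and 0.984 and 1.01 in ATP-Soj beyond 2.0 Mb. Rescaled libraries gave 2.19 and 2.73 in Apo-Soj and 0.959 and 0.988 in ATP-Soj. Against the wild type without xylose it was 2.07 and 2.35 in Apo-Soj and 0.966 and 0.965 in ATP-Soj, and between uninduced libraries 1.14 and 1.16 in Apo-Soj and 1.07 and 0.960 in ATP-Soj. With no bin left out it was 2.06 and 2.43 in Apo-Soj and 0.996 and 1.03 in ATP-Soj. The highest Apo-Soj to wild type ratio of a single bin fell with smoothing over 21 bins, to 3.45 and 2.98 within 0.5 Mb of *oriC* and to 4.28 and 6.53 beyond 1.9 Mb.

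The number of regions over 4 times was 2 in all 6 conditions and 5 in at least 1. A ratio over 3 gave 2 and 10, a ratio over 5 gave 1 and 3, and a ratio over 4 at either time gave 2 and 13. Without the local criterion there were 3 and 8, and with a local peak of at least 3 times 2 and 2. A pseudocount of 10 gave 1 and 4. With each value divided by the local median of its own library there were 0 and 2, and none of the operons of Table 1 passed in any condition (0 of 6 for *resA-E*, *dppA-E*, *kinE* and *ctaC-G*), so the rise at these operons includes the rise of their surroundings. The mean over an operon's bins passed in 3 of 6 conditions for *resA-E*, 4 for *ctaC-G*, 5 for *kinE* and 6 for *dppA-E*, against 5 for the highest bin of *resA-E* and 6 for that of each of the others. With a pseudocount of 10 the highest bin passed in 4 conditions for *resA-E*, 4 for *ctaC-G*, 5 for *kinE* and 6 for *dppA-E*.

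No paired analysis was possible by replicate number, because each condition has 1 library and no result comes from a test. The libraries with and without xylose do come from split cultures, 9 pairs over strains and times, and their ratios were taken within these pairs, but no model over the pairs was fitted. With 1 library per condition, no replicate was there to leave out. Depth limits single bins near the terminus most, where the time-course library with the fewest reads, the wild type without xylose at 0 min, has a median of 265 reads per bin there.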

Differences from the paper's values

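For the highest ratio of Apo-Soj to the wild type in a single bin with xylose, Fig. 6A shows about 3.1 near *oriC* at 60 min, read by eye, and the deposited values give 6.98. At 90 min Fig. 6A shows about 2.7, read by eye, and the value here is 5.98. Near the terminus Fig. 6A shows about 3.7 at 60 min and about 5.3 at 90 min, read by eye, and the values here are 9.03 and 12.1. None of the alternatives set before the data were examined applied to this measure. An average over 21 bins, chosen after seeing the values, gives 3.45, 2.98, 4.28 and 6.53 in the same order, each within 1.5 times the figure's value, and the paper calls no items from this measure that it would drop. The paper's text does not name a smoothing for this figure.

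For the highest bin at 3 h, *SI Appendix*, Fig. S4D shows about 4500 in the wild type, read by eye, and the deposited values give 2362. For ATP-Soj *SI Appendix*, Fig. S4E shows about 1800, read by eye, against 1147 here, and for Apo-Soj *SI Appendix*, Fig. S4F shows about 3800, read by eye, against 2130.1 here. In the time course, *SI Appendix*, Fig. S9C shows about 7700 in Apo-Soj with xylose at 60 min, read by eye, against 11690 here. Without xylose at 60 min Fig. S9C shows about 6700, read by eye, against 10247 here, and with xylose at 90 min about 6900 in Fig. S9C, read by eye, against 10643 here. The gap was similar without xylose at 90 min, where Fig. S9C shows about 6900 for Apo-Soj, read by eye, against 10098 here, which is 1.46 times. For the wild type with xylose at 60 min Fig. S9A shows about 2900, read by eye, against 2939 here. No alternative set before the data were examined applied to the highest bins.

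The paper states 12 to 15 M reads per sample. At 3 h the values give 3.54 M reads for the library with the fewest and 4.66 M for the library with the most. In the time course the lowest is 5.44 M, for the uninduced wild type at 0 min, and the other libraries have 12.3 M or more. No alternative applied to the number of reads.

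The paper's Table 1 lists *resA-E* for the wild type and ATP-Soj and not for Apo-Soj. Here the highest bin of *resA-E* exceeded 4 times in Apo-Soj with xylose, at 4.77 and 4.67, while in the uninduced Apo-Soj culture it was 4.14 and 3.93. Table 1 lists *ctaC-G* for all conditions. Its highest bin exceeded 4 times in all 6, with a lowest value of 4.17 (3.86 to 4.51), but as a region with a local peak it passed in the wild type alone, and without the criterion of a local peak it passed in all 6. The paper describes no clear gradient along the arms in induced Apo-Soj. The slope from 0.2 to 1.8 Mb was -0.25 and -0.40 log2 per Mb there, nearer 0 than in the wild type, and from 0.2 to 1.0 Mb it was 0.02 and -0.16. At 3 h the paper describes more SMC over the *parS-oriC* region in Apo-Soj. The share of signal within 100 kb of *oriC* and the ratio at *parS359*, 1.34, have this direction, while at *parS334*, outside that region, the ratio was 0.855. Of the 5 main wild type peaks within it, Apo-Soj was higher at 3 and lower at 2, at -43.3 kb (2129 against 2362) and at -3.27 kb (1137 against 1359). The paper reports from ChIP-qPCR no clear enrichment of SMC at the terminus in the mutants. This is another assay at single sites, and the ChIP-Seq ratio beyond 1.9 Mb was 2.08 and 2.50 in induced Apo-Soj, and 0.997 and 1.04 in ATP-Soj.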

Other observations

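The slopes were planned, while the tests of explanations in this part were chosen after the results were seen. The genes named here were picked after their values were seen, except *smc*, *kinE* with its neighbours, *sunS* and *yobI*, which the rule for naming genes covers.

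In the uninduced ATP-Soj culture at 90 min, the signal in the bins inside *smc*, from 1667231 to 1669230, was 431 and 458. This was 2.73 and 2.47 times the median of the 11 other libraries of 60 and 90 min, while the bins within 5 kb on either side lay between 0.933 and 1.11 times. Counting noise is argued against by the lower end of the interval of the highest bin, 2.68. A DNA fragment that carries *smc* in this library, such as a PCR product, may explain a rise that stops near the ends of the gene, with at most 1.11 outside it, but it cannot be told apart from a change at the locus itself without the reads. No biological explanation was tested.

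At *xylA* and *xylB*, the genes for xylose use, the signal was higher in the library labelled with xylose than in its partner in all 9 pairs of strain and time. Relative to the neighbouring bins within 25 kb, the ratio ranged from 1.15 to 1.66. If the labels of 1 pair had been exchanged, its ratio would lie below 1, so the lowest value of 1.15 argues against an exchange within a pair. Induction of these genes by xylose is a candidate explanation that the design offers, as a hypothesis.

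The fall from *oriC* to the terminus was steeper at 0 min than later. The slopes of the 6 libraries at 0 min ranged from -2.40 to -2.23 log2 per Mb, against -0.86 to -0.25 at 60 min and -0.97 to -0.40 at 90 min. The uninduced wild type at 0 min has fewer reads than the others, but the slope nearest 0 among the other libraries of 0 min was -2.23, which argues against its depth as the cause. The DNA content of growing cells, with more copies of *oriC* than of the terminus, may explain part of the slope and cannot be told apart from SMC binding, as there are 0 input libraries. The ratios to 0 min therefore include any change in DNA content along the chromosome. This change of slope also appears in the wild type, so it is not tied to the mutant proteins.

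Within the broad rise near the terminus in induced Apo-Soj, the highest ratio was in the bin from 2067231 to 2068230 over *yobI*. It reached 9.03 times the wild type at 60 min and 12.1 times at 90 min. Between the uninduced cultures the ratio in this bin was 1.65 and 1.20. The highest wild type bin over *yobI* at 90 min was 84.9 with xylose and 135 without. The size of the ratio at this time thus depends on the wild type library used. On the left arm the highest ratios beyond 1 Mb were at *sunS*, 4.23 and 6.47. If a smooth change in DNA content were the cause, neighbouring bins would rise alike, but the ratio at *yobI* was at least 3.33 times the median ratio within 25 kb. A smooth change in DNA content is therefore argued against as the whole cause of this local peak, and it may still add to the broad rise. A local accumulation of SMC or another local change at *yobI* stays open and was not tested.

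The region of enrichment at *kinE* extends to *ogt* and *mtnA*, from 1420231 to 1423230. Over *srfAA*, at 382 kb, the mean signal relative to 0 min was 2.44 at 60 min and 2.17 at 90 min in the wild type with xylose, and at *yrhG*, at -1436 kb, it was 2.60 and 3.01. At 3 h the terminus ratio to the wild type was 1.15 in ATP-Soj and 1.32 in Apo-Soj, and the arm ratio was 1.00 in ATP-Soj and 0.918 in Apo-Soj, with 0.852 on the left arm and 1.00 on the right arm.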
